# Unraveling the Regulatory Impact of LncRNA Hnf1aos1 on Hepatic Homeostasis in Mice

**DOI:** 10.3390/ncrna11040052

**Published:** 2025-07-04

**Authors:** Beshoy Armanios, Jing Jin, Holly Kolmel, Ankit P. Laddha, Neha Mishra, Jose E. Manautou, Xiao-Bo Zhong

**Keywords:** lipid metabolism, liver inflammation, hepatotoxicity, bile acid synthesis, lncRNA Hnf1aos1

## Abstract

**Background/Objectives:** Long non-coding RNAs (lncRNAs) play significant roles in tissue development and disease progression and have emerged as crucial regulators of gene expression. The hepatocyte nuclear factor alpha antisense RNA 1 (HNF1A-AS1) lncRNA is a particularly intriguing regulatory molecule in liver biology that is involved in the regulation of cytochrome P450 enzymes via epigenetic mechanisms. Despite the growing recognition of lncRNAs in liver disease, the comprehensive role of HNF1A-AS1 in liver function remains unclear. This study aimed to investigate the roles of the mouse homolog of the human HNF1A-AS1 lncRNA HNF1A opposite strand 1 (Hnf1aos1) in liver function, gene expression, and cellular processes using a mouse model to identify potential therapeutic targets for liver disorders. **Methods:** The knockdown of Hnf1aos1 was performed in in vitro mouse liver cell lines using siRNA and in vivo livers of AAV-shRNA complexes. Changes in the global expression landscapes of mRNA and proteins were revealed using RNA-seq and proteomics, respectively. Changes in the selected genes were further validated via real-time quantitative polymerase chain reaction (RT-qPCR). Phenotypic changes were assessed via histological and absorbance-based assays. **Results:** After the knockdown of Hnf1aos1, RNA-seq and proteomics analysis revealed the differential gene expression of the mRNAs and proteins involved in the processes of molecular transport, liver regeneration, and immune signaling pathways. The downregulation of ABCA1 and SREBF1 indicates their role in cholesterol transport and fatty acid and triglyceride synthesis. Additionally, significant reductions in hepatic triglyceride levels were observed in the Hnf1aos1-knockdown group, underscoring the impact on lipid regulation. Notably, the knockdown of Hnf1aos1 also led to an almost complete depletion of CYP7A1, the rate-limiting enzyme in bile acid synthesis, highlighting its role in cholesterol homeostasis and hepatotoxicity. Histological assessments confirmed these molecular findings, with increased hepatic inflammation, hepatocyte swelling, and disrupted liver architecture observed in the Hnf1aos1-knockdown mice. **Conclusions:** This study illustrated that Hnf1aos1 is a critical regulator of liver health, influencing both lipid metabolism and immune pathways. It maintains hepatic lipid homeostasis, modulates lipid-induced inflammatory responses, and contributes to viral immunity, indirectly affecting glucose and lipid metabolic balance.

## 1. Introduction

Long non-coding RNAs (lncRNAs) have emerged as crucial regulators of gene expression and play significant roles in tissue development, homeostasis, and disease progression. Despite their importance, the role of lncRNAs in regulating sophisticated biological processes, particularly those in the liver, remains largely unexplored. This gap in knowledge underscores the need for comprehensive studies using advanced models to understand the intricate regulatory networks involving lncRNAs and their partners. Several lncRNAs have been implicated in liver diseases, particularly in hepatocellular carcinoma (HCC). MALAT1, NEAT1, HEIH, HULC, HOTTIP, HOTAIR, and DANCR/ANCR function as oncogenic lncRNAs in HCC, promoting cancer progression through mechanisms such as activating oncogenic splicing factors, sponging tumor suppressor miRNAs, and altering gene expression patterns [1,2]. Conversely, MEG3, FENDRR, DILC, and GAS5 act as tumor suppressors in HCC by regulating miRNA expression, modulating signaling pathways, and downregulating tumor suppressor genes. Some lncRNAs, like H19, have both oncogenic and tumor-suppressive roles in HCC [1]. DANCR/ANCR have been identified as oncogenic lncRNAs in cholangiocarcinoma [1]. Understanding these roles and mechanisms will provide valuable insights into the potential diagnostic biomarkers and therapeutic targets for hepatic disorders.

A critical challenge in lncRNA research is the limited conservation of most lncRNAs between species. Unlike protein-coding genes, which are normally conserved, the majority of lncRNAs exhibit poor sequence conservation across species, with only a small fraction of lncRNAs showing detectable homology between humans and mice [3,4]. For example, only about 6–19% of antisense lncRNAs are conserved between humans and mice, and the conservation rate is even lower for non-overlapping lncRNAs [5]. This low conservation rate complicates the translation of lncRNA biology from model organisms to humans and raises concerns about the functional relevance of the findings obtained in animal models [6]. Furthermore, even when sequence or positional conservation exists, lncRNAs may be processed differently or have divergent functions across species due to differences in subcellular localization and interacting partners.

Nevertheless, the subset of lncRNAs that are conserved between humans and mice tend to have longer gene bodies, more exons, higher expression levels, and stronger associations with human diseases, indicating their potential functional importance. These conserved lncRNAs are more likely to play critical roles in fundamental biological processes and are thus particularly valuable for mechanistic studies using animal models.

Importantly, hepatocyte nuclear factor 1 alpha (HNF1A) antisense RNA 1 (HNF1A-AS1) and its mouse ortholog, Hnf1a opposite RNA 1 (Hnf1aos1), are among the minority of lncRNAs that are conserved between species. This conservation is characterized not only by their positional relationship, both being transcribed from the antisense strand of the *HNF1A* gene locus within intron 1, but also by the preservation of regulatory elements, such as conserved HNF1A binding sites and nucleosome-free regions in their promoters [7]. Although the overall RNA sequence similarity between human HNF1A-AS1 and mouse Hnf1aos1 is relatively low (less than 60%), their genomic positioning and regulatory architectures are evolutionarily preserved. This positional and regulatory conservation is functionally significant: both lncRNAs participate in bidirectional feedback loops with HNF1A, where HNF1A activates their transcription, and in turn, the lncRNAs stabilize HNF1A mRNA and protein levels through mechanisms such as chromatin insulation and protection from ubiquitin-mediated degradation [7,8,9,10,11,12,13].

Functionally, both HNF1A-AS1 in humans and Hnf1aos1 in mice regulate key aspects of liver biology, including hepatocyte differentiation, drug metabolism, and responses to cellular stress. Both interact with the Polycomb Repressive Complex 2 (PRC2) via EZH2, implicating them in conserved epigenetic regulatory pathways [14,15]. The functional conservation of these lncRNAs, despite limited sequence homology, highlights the importance of studying them in mouse models to gain insights relevant to human liver biology and diseases.

The liver-enriched transcription factor HNF1A and its antisense lncRNA, HNF1A-AS1, represent a particularly intriguing regulatory pair in liver biology. HNF1A regulates HNF1A-AS1 by directly binding to seven recognition sites in the *HNF1A-AS1* promoter, thereby driving its transcription in pancreatic and hepatic cells [7,16]. Recent studies have clarified that the regulatory influence of HNF1A-AS1 on HNF1A transcription is mediated primarily by its DNA sequence elements within the promoter, rather than by the HNF1A-AS1 RNA transcripts themselves. Specifically, the promoter region of *HNF1A-AS1* modulates chromatin 3D interactions and insulates the *HNF1A* promoter from intronic enhancers, thereby preventing aberrant activation [7,16]. In contrast, the HNF1A-AS1 RNA transcript can bind to HNF1A protein, blocking TRIM25-mediated ubiquitination and proteasomal degradation, and thus stabilizing HNF1A at the protein level [13]. These findings highlight that HNF1A-AS1 exerts its regulatory effects through both cis-acting DNA elements and trans-acting RNA mechanisms, depending on the biological context. Therefore, genetic ablation of the *HNF1A-AS1* promoter disrupts chromatin insulation and reduces HNF1A transcription independent of RNA transcript levels, while the knockdown of HNF1A-AS1 RNA affects HNF1A protein stability. HNF1A is essential for hepatocyte differentiation, drug metabolism, and liver functions [7,10,17]. Studies have shown that HNF1A expression is significantly repressed in fibrotic liver tissues, and that its knockdown exacerbates hepatic fibrogenesis [10,11]. Moreover, *Hnf1a* knockout mice exhibited enlarged livers, progressive liver damage, and the spontaneous development of hepatocellular carcinoma through fatty liver without cirrhosis [18]. A recent study also identified several HNF1A-AS1 transcripts in liver samples and cell lines, with expression patterns highly correlated with hepatocyte differentiation and various liver disease conditions [19].

Similarly to HNF1A-AS1, the mouse ortholog lncRNA Hnf1aos1 functions as a regulator of HNF1A. In the liver, Hnf1aos1 acts as a transcriptional stabilizer of HNF1A, forming a feedback loop that controls HNF1A function. Hnf1aos1 is involved in the regulation of cytochrome P450 (CYP) enzymes and contributes to susceptibility to acetaminophen-induced cytotoxicity in liver cells [20]. It also plays a role in promoting hepatocellular carcinoma cell proliferation [21]. Furthermore, Hnf1aos1 interacts with enhancer of zeste homolog 2 (EZH2), the catalytic subunit of Polycomb Repressive Complex 2 (PRC2), in liver tissue, suggesting its involvement in epigenetic regulation [22]. The complex functions of Hnf1aos1 in liver metabolism, drug response, and cancer progression make it a potential target for therapeutic interventions in various liver disorders. However, the specific regulatory mechanisms of Hnf1aos1 and its effect on liver function remain largely unexplored. While some studies have identified Hnf1aos1’s involvement in hepatic gene expression and metabolism, the full extent of its influence on liver homeostasis, development, and disease progression is yet to be fully understood [20].

These examples highlight the potential of antisense lncRNAs in modulating the expression and function of critical regulatory proteins. Understanding the functions of Hnf1aos1 in liver development and disease is essential, as it could lead to novel therapeutic strategies for liver disorders and potentially other severe or untreatable diseases. Previous studies have shown that acetaminophen-induced cytotoxicity in liver cells is associated with low HNF1A-AS1 expression, suggesting its potential as a therapeutic target [8]. Furthermore, HNF1A-AS1 has been implicated in tumor development and its expression is dysregulated in numerous cancers [12,23,24,25].

Given the critical role of HNF1A in liver function and the emerging importance of lncRNAs in gene regulation, we hypothesized that the knockdown of Hnf1aos1 causes significant liver dysregulation. This study aims to gain a broader understanding of the specific effects of Hnf1aos1 knockdown on liver function, gene expression patterns, and cellular processes in a mouse model. By investigating this hypothesis, we sought to uncover new insights into the regulatory mechanisms governing liver homeostasis and identify novel therapeutic targets for liver diseases.

## 2. Results

### 2.1. Effective Knockdown of lncRNA Hnf1aos1 in In Vitro Hepa1C1c7 Cells via siRNA and In Vivo Mouse Liver via rAAV8-sh-Hnf1aos1 Approaches

To ensure the effective knockdown of all Hnf1aos1 transcript variants, we designed siRNA-targeting exon 1, which is present in all five annotated alternative transcripts of the mouse *Hnf1aos1* gene (Figure 1A). The target sequence was selected based on its minimal off-target effects and strong seed duplex stability, optimizing both specificity and efficacy in reducing Hnf1aos1 expression, as predicted by siDirect, a tool used to design highly effective and target-specific siRNA for gene silencing (Figure 1B) (https://sidirect2.rnai.jp/, accessed on 26 September 2023). The knockdown efficacy of the designed siRNA was first tested in an in vitro model of the mouse Hepa1c1c7 cell line (Figure 1C), which exhibited a significant reduction of 50% in Hnf1aos1 RNA levels, as confirmed via RT-qPCR analysis, with a scrambled siRNA sequence as a control that did not target any mouse genomic sequence.

To effectively knockdown all possible Hnf1aos1 transcripts in the mouse liver, an adeno-associated virus vector plasmid containing the sh-Hnf1aos1 sequence (pAAV[shRNA]-U6 > sh-Hnf1aos1) was designed (Figure 1D), which contains the U6 promoter to drive sh-Hnf1aos1 expression. To monitor transfection efficiency in the mouse liver, the construct also included an enhanced green fluorescent protein (EGFP) reporter, allowing successful delivery to be visualized by green fluorescence. The in vivo imaging system (IVIS) revealed successful transduction in both the rAAV8-sh-scramble and rAAV8-sh-Hnf1aos1 groups, indicating robust EGFP expression only in the liver with pAAV transfection, compared to that in the blank mouse without pAAV transfection (Figure 1E).

The expression of Hnf1aos1 RNA levels in the liver tissues of mice treated with rAAV8-sh- Hnf1aos1 and rAAV8-sh-scramble was quantified via RT-qPCR and showed a 40% reduction in Hnf1aos1 RNA levels in the rAAV8-sh-Hnf1aos1 group (*n* = 8) compared to the rAAV8-scramble control group (*n* = 6) (Figure 1F), consistent with the knockdown efficacy in the in vitro knockdown results (Figure 1C). Statistical analysis using an unpaired two-tailed *t*-test confirmed that the observed knockdown was significant (*** *p* < 0.001), validating the effectiveness of both siRNA and rAAV8-shRNA approaches in targeting Hnf1aos1. These results highlight the efficacy of this knockdown strategy, which leverages the same siRNA target sequence for both in vitro and in vivo applications.

### 2.2. The Knockdown of Hnf1aos1 Induces Widespread Transcriptional Changes in Liver Metabolism and Immune Pathways

An RNA-seq approach was used to reveal transcriptomic alterations in both mRNAs and lncRNAs between the AVV8-scramble (*n* = 3) and rAAV8-sh-Hnf1aos1 groups (*n* = 3). 

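Liver RNA from 6 mice was sequenced, 3 that had received rAAV8-sh-scramble and 3 that had received rAAV8-sh-Hnf1aos1, with 1 library per mouse and replicate numbers 1 to 3 in each group. rAAV8 is a recombinant adeno-associated virus that enters hepatocytes, and it carried a short hairpin RNA (shRNA) against the lncRNA Hnf1aos1 or a scrambled hairpin. Per the paper, male mice of about 6 weeks were injected with 100 µL of virus and examined 4 weeks later; the sample labels add that they were fed normally. The methods describe a poly(A) library kit, while the labels describe depletion of ribosomal RNA. The authors aligned the read pairs to GRCm38 with STAR, counted uniquely mapped reads on the exons of each gene with featureCounts, and deposited the raw counts, TPM values, normalized counts and a table of their DESeq2 comparison. The library kit that the paper names keeps the strand, but neither the strand setting of the counting nor the annotation release is named in its text. The counts of the mouse genes summed to 16532510, 15480165 and 14704746 in rAAV8-sh-scramble replicates 1, 2 and 3 (median 15480165), and to 18021614, 18766947 and 19462398 in rAAV8-sh-Hnf1aos1 replicates 1, 2 and 3 (median 18766947). The count table also lists 92 ERCC spike-in transcripts, synthetic RNAs added in fixed amounts, which took 1.46% ± 0.0727 (SD, n = 3) of the counts in the scramble group and 1.21% ± 0.0324 (SD, n = 3) in the knockdown group (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow).

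The values given here for single genes are recomputed from the raw counts, without the spike-ins. Libraries were scaled by edgeR's TMM method, so a normalized count is a count divided by the library's TMM-scaled size relative to the mean of the 6 sizes. Genes with low counts were removed by edgeR's filterByExpr, which left 16327 of 40803 genes, and the groups were compared with edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment over those genes. A gene is described as called when its adjusted p was under 0.05, and as past the threshold when its log2 fold change (knockdown over scramble) was also above 1 or below −1, the limits that the paper uses. The biological coefficient of variation shared by all genes was 13.9%. Other scalings, filters and tests, and fits that each left out 1 library, were run beside this one. Gene positions are those of GENCODE on GRCm38, matched by gene symbol.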

RNA-seq data were analyzed using the DESeq2 package, which normalized raw read counts by adjusting for sequencing depth and sample composition using the median-of-ratios method. This approach is considered the gold standard for differential expression analysis and enables a robust comparison of gene expression between experimental groups. Normalized counts for Hnf1aos1 are presented, confirming efficient knockdown in the experimental group (Figure 1G). 

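Hnf1aos1 is annotated as an antisense gene on the + strand of chromosome 5 of GRCm38, from 114968784 to 114998042. Its normalized counts were 512, 491 and 620.3 in rAAV8-sh-scramble replicates 1, 2 and 3, and 278, 258 and 433 in rAAV8-sh-Hnf1aos1 replicates 1, 2 and 3. The group means were 541 ± 69.5 (SD, n = 3) and 323 ± 95.5 (SD, n = 3). Every knockdown library lay below every scramble library (exact two-sided permutation test, p = 0.1, the smallest that 3 against 3 allow). The log2 fold change was −0.74 (standard error 0.195, adjusted p = 0.0625 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so that 59.8% of the scramble level was left. By RT-qPCR, the paper reports a significant fall of similar size in more mice of both groups. The gene was not called in this test, whose adjustment over all 16327 genes is stricter than 1 planned target needs. Among the alternatives the adjusted p ranged from 0.00341 to 0.0878, and DESeq2, limma's voom and edgeR without a filter on low counts each called it. With 1 library left out at a time, the log2 fold change lay between −1.01 and −0.60. Only the fit without rAAV8-sh-Hnf1aos1 replicate 3, the knockdown library with the highest count, called it (adjusted p = 0.000261 from edgeR's test, up to 0.218 in the other fits of this kind). Since it is antisense, its level is uncertain if the counting did not separate strands.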

Principal component analysis (PCA) was conducted to visualize the overall transcriptional variances between the sh-scramble control (red dots) and sh-Hnf1aos1 knockdown samples (blue dots), as well as the inter-individual variability within each group (Figure 2A). 

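In a principal component analysis of DESeq2's variance-stabilized counts over the 500 most variable genes, the first component (PC1) held 76.3% of the variance and the second 11.2%. On PC1 the rAAV8-sh-scramble libraries scored −11.2, −14.6 and −14.3 (replicates 1 to 3) and the rAAV8-sh-Hnf1aos1 libraries 17.5, 17.1 and 5.49, a complete separation (exact two-sided permutation test on PC1, p = 0.1, the smallest possible). Over both components, the mean distance between 2 libraries was 6.70 within the scramble group, 13.6 within the knockdown group and 28.0 between the groups. Knockdown replicate 3 lay closest to the scramble libraries, and without it PC1 held 83.7%. The share of PC1 fell most, to 57.6%, when all genes that passed the filter were used in place of the 500 most variable.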

PCA illustrates a clear differentiation between the scramble and knockdown groups, with smaller variability within the groups. The volcano plot depicts the changes in global gene expression, with 233 red dots representing upregulated genes (adjusted *p* < 0.05, log_2_(fold change) > 1) and 204 green dots representing downregulated genes (adjusted *p* < 0.05, log_2_(fold change) < −1) (Figure 2B). 

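Of the 16327 genes tested, 1032 were called, 505 higher and 527 lower after knockdown, and 3822 had an unadjusted p under 0.05. With the fold change limit, 128 genes were higher and 224 lower, so that 36.4% of the 352 genes past the threshold were higher. In all 352 of them the 3 knockdown libraries lay on one side of the 3 scramble libraries; over all genes tested this held for 28.9%, against 10% by chance. In 7 of the lower genes no knockdown library, and in 1 of the higher genes no scramble library, had more than 3 counts, so these fold changes have no fixed size. DESeq2, which the paper used, put 209 genes higher and 242 lower past the threshold, and 312 of them were among the 352. The scaling that moved the counts most took library sizes from the spike-ins and was chosen after seeing the data: it shifted the median log2 fold change of all genes by 0.20 and gave 345 higher and 195 lower (63.9% higher). A test against the fold change limit itself (edgeR's glmTreat) left 0 higher and 4 lower genes, with 140 and 199 at an unadjusted p under 0.05. Leaving out 1 library at a time gave from 22 higher and 45 lower genes without scramble replicate 3 to 283 and 327 without knockdown replicate 3.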

Hierarchical clustering of the top 30 differentially expressed genes is shown in Figure 2C, including some genes with functions involved in immune response and lipid metabolism, with distinct expression profiles between the groups. 

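All 30 genes drawn in Figure 2C had the direction drawn, with no overlap between the groups in any of the 30 (10% by chance), and 29 were called, 16 of the 17 drawn higher and 13 of the 13 drawn lower. Adjusted over the list alone, 30 were called. The authors chose the list on these libraries, so these calls, the directions and the lack of overlap are not independent evidence. Their log2 fold changes ran from −3.29 to 3.02. Acot3, an acyl-CoA thioesterase of lipid metabolism, fell from 193 ± 16.8 (SD, n = 3) to 19.6 ± 7.27 (SD, n = 3) normalized counts, a log2 fold change of −3.29 (standard error 0.24, adjusted p = 0.000142 from edgeR's test). Reads of the similar Acot genes could be split between them, so the values of this family are uncertain. The lncRNA Neat1 (chromosome 19, 5824708 to 5845478) had 75391 ± 11529 (SD, n = 3) normalized counts in the scramble group and 20959.9 ± 1917 (SD, n = 3) in the knockdown group, a log2 fold change of −1.85 (standard error 0.138, adjusted p = 0.000142 from edgeR's test). Both genes were called in each of the 6 fits that left out 1 library. Gbp11, a guanylate-binding protein of the interferon response, was the exception among the 30, with a log2 fold change of 1.95 (standard error 0.575, adjusted p = 0.137 from edgeR's test). Its normalized counts were 213, 116 and 164 in the scramble and 257, 738 and 920.2 in the knockdown libraries, replicates 1 to 3. DESeq2 called it (adjusted p = 0.0134 from DESeq2; 0.0134 to 0.229 over the alternatives), and so did edgeR without knockdown replicate 1 (adjusted p = 0.00479).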

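The pathway gene sets of the paper are not used here. In their place, 20 lists of liver pathways and cell types were written by hand from general knowledge before the data were examined, and each was compared with all other genes by limma's camera test on edgeR's log2 values scaled to library size, with the preset inter-gene correlation of 0.01 and Benjamini-Hochberg adjustment over the 20 lists. Camera called 10 of the 20, 5 higher and 5 lower. The interferon response had a median log2 fold change of 1.55 (adjusted p = 2.64e-23 from limma's camera), with 30 of its 30 genes above 0 and 21 called singly, and the acute phase response 1.08 (adjusted p = 3.43e-12 from limma's camera), with 24 of 24 above 0 and 7 called. Macrophage markers (0.46), the unfolded protein response (0.41) and cholesterol synthesis were the other lists called higher. Among the lists called lower, de novo lipogenesis had a median of −0.56 (adjusted p = 1.56e-06 from limma's camera), with 7 of its 17 genes called, and targets of PPAR alpha −0.90 (adjusted p = 1.03e-09 from limma's camera), with 8 of 24 called. The stellate and fibrosis markers had a median of −0.31 (adjusted p = 0.0458 from limma's camera) with 9 of 9 genes below 0 and 0 called singly, of which 1 had an unadjusted p under 0.05. This list lost its call in the fits without scramble replicate 2, scramble replicate 3 or knockdown replicate 2 (median −0.14 without knockdown replicate 2, −0.48 without scramble replicate 1), and with library totals or without a filter on low counts (adjusted p of 0.0859 and 0.135 from limma's camera). The glucocorticoid response (−0.16; −0.40 without knockdown replicate 3) and clock genes high in the evening (−0.18; −0.065 without knockdown replicate 2) were called lower as well. The former lost its call without scramble replicate 1 or knockdown replicate 2 and with library totals (adjusted p = 0.0595 from limma's camera), and the latter without knockdown replicate 1 or 2.

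None of the 10 calls held under limma's fry, a test of each list on its own, where the lowest adjusted p was 0.0725 and 7 lists had an unadjusted p under 0.05, or under camera with the correlation estimated from the data, where the lowest adjusted p was 0.511 and 0 lists had an unadjusted p under 0.05. Camera with the preset correlation called 3 to 10 lists in each of the 9 other ways of dividing the 6 libraries into 3 and 3, and 10 in 1 of them. Those divisions mix the groups unevenly, so part of a group difference remains and the calls there need not come from chance alone. Some genes of the lists are drawn in the paper's figures and were chosen by the authors on these libraries: 2 of 30 for interferon, 6 of 24 for the acute phase, 8 of 17 for lipogenesis and 5 of 24 for PPAR alpha.

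**Figure D1:**
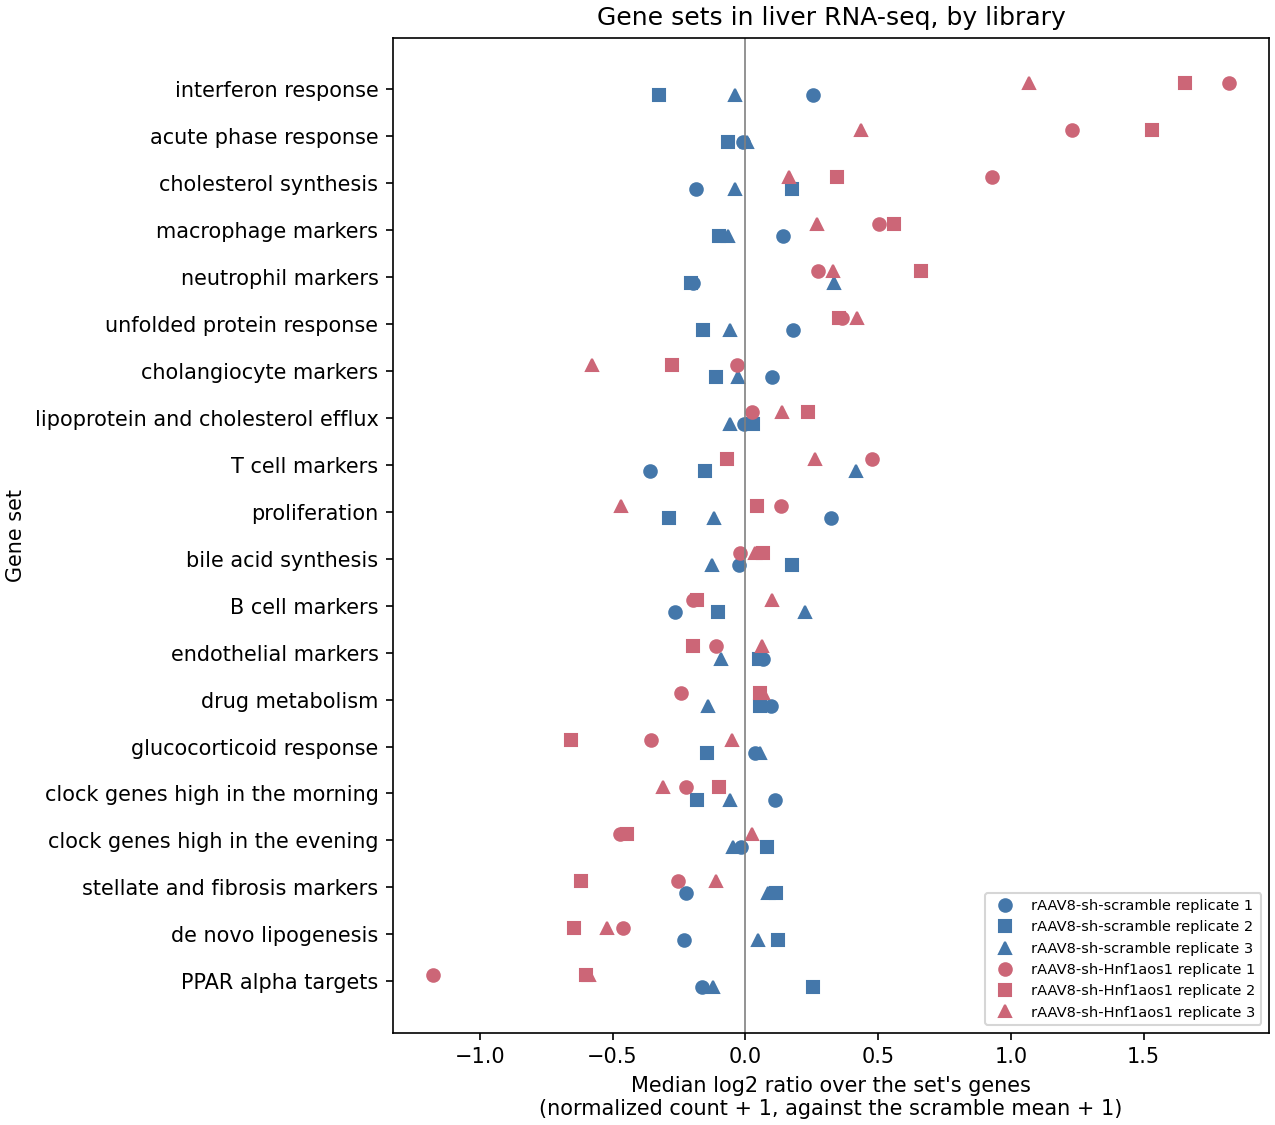
Median over each gene list of the log2 ratio of a library's normalized count + 1 to the scramble mean + 1, with 1 point per library (blue, rAAV8-sh-scramble; red, rAAV8-sh-Hnf1aos1; circle, square and triangle for replicates 1, 2 and 3). For the interferon response the knockdown libraries lie at 1.82, 1.66 and 1.07 and for the acute phase response at 1.23, 1.53 and 0.43, each above all scramble libraries.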

Gene Ontology (GO) enrichment analysis highlighted multiple altered signaling pathways, ranked via −log(B-H *p*-value), revealing significant changes across several biological processes, particularly those associated with metabolism, inflammatory response, fibrosis, and cellular stress (Figure 2D). Comprehensive analysis of differential gene expression and functional enrichment following RNA-seq revealed significant alterations in various metabolic- and immune-related pathways following Hnf1aos1 knockdown.

Ingenuity Pathway Analysis was used to map differentially expressed genes, which revealed a complex network of interactions linking Hnf1aos1 knockdown to downstream physiological changes (Figure 3). Network analysis of liver tissue mRNA expression predicted significant effects on liver health and metabolism. This analysis revealed shifts in the cellular phenotypes and processes related to the transport of molecules, secretion, myeloid cells, and lipid homeostasis. 

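Of the inflammatory genes Tlr2, Tnfrsf1a and Serpina3n and the lipid genes Scd1 and Cyp4a14, Scd1 (chromosome 19, 44394455 to 44407879) was called, with 299769 ± 40643 (SD, n = 3) normalized counts in the scramble group, 164344 ± 28226 (SD, n = 3) in the knockdown group and a log2 fold change of −0.87 (standard error 0.154, adjusted p = 0.0111 from edgeR's test). Scd1 lost its call only in the fits without scramble replicate 3 and knockdown replicate 2 (adjusted p of 0.00355 to 0.0793 over the 6 fits, edgeR). The pattern recognition receptor Tlr2 (chromosome 3, 83836272 to 83841767) had 34.9, 35.1 and 45.1 normalized counts in the scramble replicates and 144, 321 and 67 in the knockdown replicates, a log2 fold change of 2.20 (standard error 0.651, adjusted p = 0.124 from edgeR's test). For Tnfrsf1a, a receptor of tumor necrosis factor (chromosome 6, 125349362 to 125362484), the log2 fold change was 0.96 (standard error 0.256, adjusted p = 0.0863 from edgeR's test). For the acute phase gene Serpina3n (chromosome 12, 104406729 to 104414329) it was 1.82 (standard error 0.436, adjusted p = 0.0862 from edgeR's test). Cyp4a14, a fatty acid hydroxylase (chromosome 4, 115486200 to 115496142), changed by −4.39 (standard error 0.841, adjusted p = 0.0656 from edgeR's test) on the log2 scale. Its normalized counts ran from 1392 to 5616 in the scramble and from 87.7 to 219 in the knockdown libraries, and reads of the similar Cyp4a genes could be split between them. In all 5 genes the groups did not overlap (10% by chance). DESeq2 called 5 of the 5 and the adjustment over the list alone 5. Neither the list-alone calls nor the lack of overlap is independent evidence, since the authors chose these genes on the same libraries. Without knockdown replicate 3, edgeR called 4 of the 5, and without scramble replicate 3 or knockdown replicate 2 it called 0, with 5 at an unadjusted p under 0.05.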

The dysregulation of these processes occurs alongside the differential expression of inflammatory (*Tlr2*, *Tnfrsf1a*, and *Serpina3n*) and lipid metabolism genes (*Scd* and *Cyp4a14*) [26,27,28,29,30]. Network analysis of mRNA expression predicted several pathways. The specific predicted phenotypes included (1) the downregulation of both the passive and active transport of molecules, (2) decreased secretion of molecules, (3) decreased quantity of myeloid cells, (4) increased liver regeneration, (5) decreased hepatic concentration of triacylglycerols, and (6) increased hepatic steatosis. This combination indicates a possible shift toward cellular stress, with a regulatory imbalance in lipid regulation.

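Figure 3 colours 69 genes by direction, and 68 of them were tested; C5 is not used here. All 68 had the direction drawn, and in 61 the groups did not overlap, where chance alone gives 10%. edgeR's test called 34 of the 68, 18 of the 39 drawn higher and 16 of the 29 drawn lower, and 4 of the 34 were also past the fold change limit. DESeq2 called 66. Adjusted over the list alone, 66 were called as well. Because the authors chose the list on these libraries, these calls, the directions and the lack of overlap are not independent evidence. The number called moved with single libraries, from 4 without scramble replicate 3 and 12 without knockdown replicate 2 to 49 without knockdown replicate 3. The 2 metallothionein genes drawn higher had the largest log2 fold changes of the list without being called: Mt1 with 6.01 (standard error 1.17, adjusted p = 0.0684 from edgeR's test) and Mt2 with 5.84 (standard error 1.26, adjusted p = 0.0838 from edgeR's test). Normalized counts of Mt1 were 102, 95.5 and 81.4 in the scramble and 9475, 7627 and 861 in the knockdown libraries, replicates 1 to 3, and without knockdown replicate 3 both were called (adjusted p = 8.19e-12 for Mt1 from edgeR's test).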

Based on the identification of major hepatic regulators that were significantly dysreg-ulated in the RNA-seq analysis (Figure 4A), quantitative PCR (qPCR) was employed to validate the expression changes of selected key genes. 

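The 20 hepatic regulators of Figure 4A all had the direction drawn there, and in 19 of them the groups did not overlap (10% by chance). edgeR's test called 12, 6 of the 11 drawn higher and 6 of the 9 drawn lower, and 3 of these were past the fold change limit; log2 fold changes ran from −1.94 to 2.11. DESeq2 called 19, and the adjustment over the list alone called 20. The authors chose the list on these libraries, so the directions, the lack of overlap and the list-alone calls are not independent evidence. Without scramble replicate 3 edgeR called 1 of the 20, without knockdown replicate 2 it called 5, without scramble replicate 2 it called 6, and the most, 14, without knockdown replicate 3.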

The qPCR results confirmed the dysregulation of these hepatic regulators, including Vldlr, Scd1, Fasn, Srebf1, and others, demonstrating consistent directional changes between the RNA-seq and qPCR datasets (Figure 4B).

We also evaluated the expression of *Oas* family genes using RNA-seq data, since *Oasl1* and *Oasl2* are positioned directly upstream (in cis) of *Hnf1aos1* in the mouse genome. 

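On chromosome 5 of GRCm38, Oasl2 (114896936 to 114912234) and Oasl1 (114923240 to 114937915) lie on the + strand, as Hnf1aos1 does, and end 56550 and 30869 bases before its start. The other 6 Oas genes lie on the same chromosome, 5732291 to 5898214 bases past the end of Hnf1aos1.

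**Figure D2:**
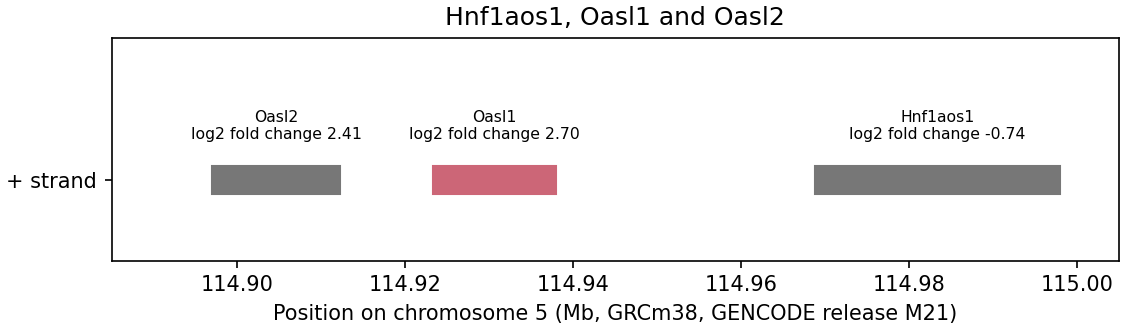
Positions of Hnf1aos1, Oasl1 and Oasl2 on the + strand of chromosome 5 of GRCm38 (in Mb), drawn to scale, with the log2 fold change of each after knockdown; other genes of the region are not drawn. A red bar marks a gene called higher (Oasl1, 2.70) and a grey bar a gene that was not called (Oasl2, 2.41; Hnf1aos1, −0.74).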

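The genes Oas1a, Oas1b, Oas1c, Oas1g, Oas2, Oas3, Oasl1 and Oasl2 encode 2′-5′-oligoadenylate synthetases or similar proteins, which are induced by interferon and sense viral double-stranded RNA. All 8 had a log2 fold change above 0, from 0.62 to 2.70, and in 7 of them the groups did not overlap (10% by chance). edgeR's test put 6 past the threshold (Oasl1, Oas1a, Oas1g, Oas1c, Oas3 and Oas1b), DESeq2 put 7, and the adjustment over the list alone gave 7, on genes that the authors chose on these libraries. Each of the alternatives gave 4 to 7. With 1 library left out, the number fell to 0 without scramble replicate 3 (6 at an unadjusted p under 0.05), to 2 without scramble replicate 2 or knockdown replicate 2, and to 4 without scramble replicate 1, and was 7 without knockdown replicate 3. Members of the Oas1 group are near-identical copies of each other, so reads could be split between them and their single values are uncertain.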

Several members of the *Oas* family were significantly upregulated (Supplemental Figure S1), consistent with their well-established roles in viral immunity [31,32,33]. Specifically, *Oas1a* showed a notable log_2_ fold change of 2.49, while *Oasl1* and *Oasl2* displayed strong upregulation, with log_2_ fold changes of 2.70 and 2.41, respectively. 

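Oas1a (chromosome 5, 120896256 to 120907521) had 55.9 ± 15.3 (SD, n = 3) normalized counts in the scramble group and 315 ± 103 (SD, n = 3) in the knockdown group, and its log2 fold change was 2.49 (standard error 0.295, adjusted p = 0.00563 from edgeR's test). Oas1a lost its call only in the fit without scramble replicate 3 (adjusted p of 4.26e-06 to 0.0597 over the 6 fits, edgeR). Oasl1 rose from 296 ± 73.3 (SD, n = 3) to 1927 ± 711 (SD, n = 3), a log2 fold change of 2.70 (standard error 0.373, adjusted p = 0.0257 from edgeR's test). Oasl1 was called without knockdown replicate 1 and knockdown replicate 3, and not in the other 4 fits that left out 1 library (adjusted p of 0.000243 to 0.119 over the 6 fits, edgeR). Oasl2 rose from 133 ± 20.7 (SD, n = 3) to 707 ± 395 (SD, n = 3), with normalized counts of 1135, 632 and 355 in knockdown replicates 1, 2 and 3, and its log2 fold change of 2.41 (standard error 0.504, adjusted p = 0.068 from edgeR's test) was not called. DESeq2 (adjusted p = 6.41e-05) and library sizes from the spike-ins called Oasl2, in a range of 6.41e-05 to 0.118 over the alternatives, as did the fits without knockdown replicate 1 and without knockdown replicate 3 (adjusted p down to 0.00377 from edgeR's test).

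**Figure D3:**
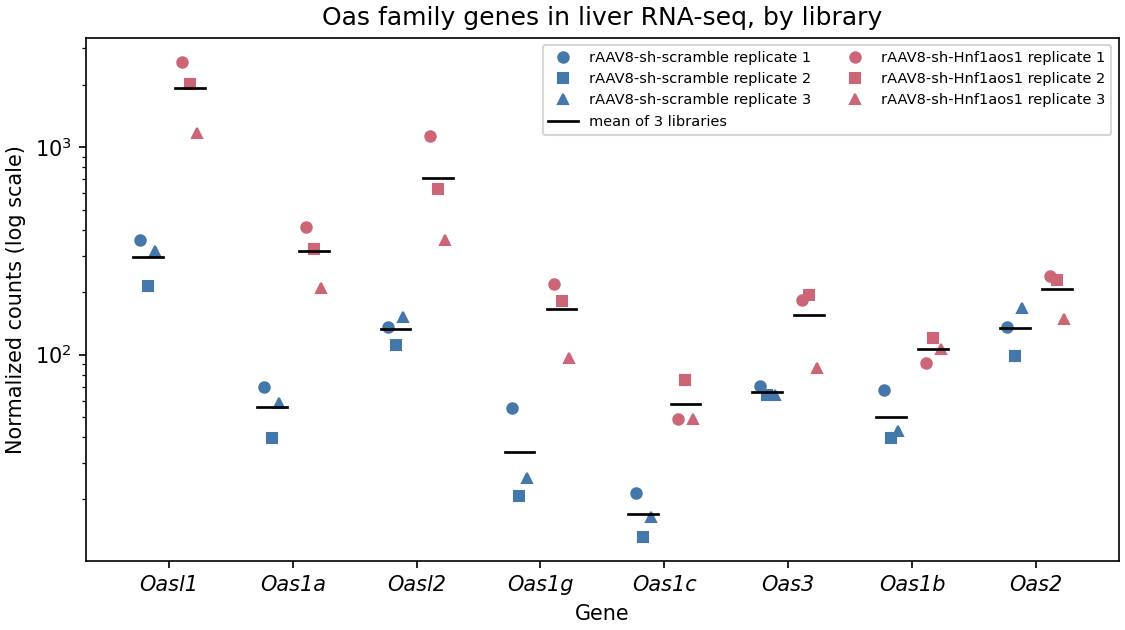
Normalized counts (log scale) of the 8 Oas family genes, with 1 point per library (blue, rAAV8-sh-scramble; red, rAAV8-sh-Hnf1aos1; circle, square and triangle for replicates 1, 2 and 3) and a black line at the mean of the 3 libraries of a group. The groups overlap for Oas2 only, where the knockdown libraries span 149 to 240.3 and the scramble libraries 98.8 to 168.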

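For Oas1g (chromosome 5, 120876142 to 120887613) the normalized count was 33.9 ± 18.8 (SD, n = 3) in the scramble group and 165 ± 62.8 (SD, n = 3) in the knockdown group, a log2 fold change of 2.27 (standard error 0.437, adjusted p = 0.0312 from edgeR's test). This call was lost without a filter on low counts and under limma's voom (adjusted p of 1.86e-08 to 0.0872 over the alternatives). Oas1g was called without scramble replicate 1 and knockdown replicate 3, and not in the other 4 fits that left out 1 library (adjusted p of 0.0012 to 0.147 over the 6 fits, edgeR). Oas1c (chromosome 5, 120800194 to 120812514) had fewer counts, 17.1 ± 4.22 (SD, n = 3) against 57.5 ± 15.2 (SD, n = 3), and a log2 fold change of 1.74 (standard error 0.301, adjusted p = 0.0105 from edgeR's test). Oas1c lost its call only in the fit without scramble replicate 3 (adjusted p of 0.00255 to 0.0775 over the 6 fits, edgeR).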

*Oas1g* and *Oas1c* followed a similar trend, with log_2_ fold changes of 2.27 and 1.74, respectively [34]. *Oas3* was significantly upregulated, with a log_2_ fold change of 1.22, further supporting its role in antiviral defense. 

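The normalized count of Oas3 (chromosome 5, 120753098 to 120777661) was 66.1 ± 4.08 (SD, n = 3) in the scramble group and 154 ± 59.4 (SD, n = 3) in the knockdown group, where knockdown replicate 3 (86) was lower than replicates 1 (183) and 2 (194). The log2 fold change was 1.22 (standard error 0.286, adjusted p = 0.0393 from edgeR's test). Limma's voom did not call it (adjusted p = 0.116; 0.000219 to 0.116 over the alternatives). Oas3 was called without knockdown replicate 3, and not in the other 5 fits that left out 1 library (adjusted p of 7.47e-05 to 0.185 over the 6 fits, edgeR).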

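Oas1b, which GENCODE lists as a polymorphic pseudogene (chromosome 5, 120812635 to 120824163), rose from 50 ± 15.4 (SD, n = 3) to 106 ± 14.6 (SD, n = 3) normalized counts, with a log2 fold change of 1.08 (standard error 0.231, adjusted p = 0.0236 from edgeR's test). Oas1b was called without scramble replicate 1, knockdown replicate 1 and knockdown replicate 3, and not in the other 3 fits that left out 1 library (adjusted p of 0.0126 to 0.13 over the 6 fits, edgeR). The change of Oas2 (chromosome 5, 120730333 to 120749853), from 134 ± 34.8 (SD, n = 3) to 206 ± 50.3 (SD, n = 3), was within the spread of the libraries, at a log2 fold change of 0.62 (standard error 0.229, adjusted p = 0.141 from edgeR's test). Fits without a filter on low counts, with library sizes from the spike-ins, or without knockdown replicate 3 called Oas2 (adjusted p of 0.0182 to 0.211 over the alternatives and 0.0146 without that replicate, from edgeR's test).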

*Oas1b* demonstrated moderate upregulation (log_2_(fold change): 1.07), whereas *Oas2* showed a smaller, non-significant increase (log_2_(fold change): 0.61), suggesting a potential, but less pronounced contribution to viral immunity.

Collectively, these results demonstrated that Hnf1aos1 knockdown induces widespread transcriptomic changes, affecting genes involved in lipid metabolism, bile acid synthesis, drug metabolism, and inflammatory responses. These alterations suggest the crucial role of Hnf1aos1 in maintaining liver metabolic homeostasis and modulating immune function.

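Among the 20 gene lists, bile acid synthesis (14 genes) had a median log2 fold change of 0.046 (adjusted p = 0.196 from limma's camera) and was not called, with Cyp7b1 and Cyp2c70 called higher. The median changed sign with library totals as the only scaling (−0.024), with offsets for gene length and GC content (−0.011) and without scramble replicate 3 (−0.013), and it was called only without scramble replicate 2 (0.11). Cyp7a1, the first enzyme of the main bile acid pathway, had 3413 ± 1017 (SD, n = 3) normalized counts in the scramble group and 4169 ± 2145 (SD, n = 3) in the knockdown group, a log2 fold change of 0.29 (standard error 0.468, adjusted p = 0.77 from edgeR's test). It ranged from −0.21 without knockdown replicate 1 to 0.57 without knockdown replicate 3 and was called under no alternative. The drug metabolism list (29 genes) had a median of −0.11 (adjusted p = 0.985 from limma's camera) and was not called, with 14 of the 29 genes above 0, 3 called higher and 1 lower. Its median changed sign with library sizes from the spike-ins (0.084) and without knockdown replicate 1 (0.00086). Lipoprotein and cholesterol efflux (16 genes) had a median of 0.18 (adjusted p = 0.196 from limma's camera), with 2 genes called higher. Cholesterol synthesis (20 genes) was called higher as a list at 0.52 (adjusted p = 9.28e-05 from limma's camera), with 1 gene called singly and 19 of 20 above 0. The median was 0.22 without knockdown replicate 1 and 0.72 without knockdown replicate 3. Camera and the list medians look for a shift in 1 direction, so genes of a list that move in opposite directions can cancel. A list that is not called can therefore still hold changed genes. From the genes past its threshold, the enriched pathways and networks, the hepatic regulators and the Oas family, the paper concludes that the knockdown alters the transcriptome widely in lipid, bile acid and drug metabolism and in inflammation.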

### 2.3. Hnf1aos1 Knockdown Induces Widespread Proteomic Changes in Liver Metabolism and Immune Pathways

Proteomic analysis was performed to investigate the effect of Hnf1aos1 knockdown on the liver tissue. The results revealed significant alterations in protein expression, providing insights into the biological processes affected by this lncRNA.

A volcano plot illustrates the proteomic changes observed between the Hnf1aos1 knockdown and scramble control groups (Figure 5A). The plot highlights the distinct protein populations with altered expression levels. Specifically, 181 proteins were significantly upregulated (log_2_(fold change) > 0.6, adjusted *p* < 0.05, red dots), and 41 proteins were significantly downregulated (log_2_(fold change) < −0.6, adjusted *p* < 0.05, blue dots). This visualization underscores the magnitude and directionality of the proteomic changes induced by Hnf1aos1 knockdown.

Hierarchical clustering and heatmap analysis of the top 30 significantly differentially expressed proteins confirmed distinct expression profiles between the experimental groups (Figure 5B), demonstrating that Hnf1aos1 knockdown affects liver protein homeostasis. The heatmap visually represents clear segregation between groups based on protein expression patterns.

Pathway analysis using Qiagen IPA software further elucidated the functional consequences of Hnf1aos1 knockdown. GO enrichment analysis identified several significantly affected pathways (Figure 5C). Upregulated pathways (positive z-scores, orange bars) include signal recognition particle (SRP)-dependent co-translational proteins targeting the membrane, eukaryotic translation initiation, and selenoamino acid metabolism. These pathways suggest disruptions in protein synthesis and membrane targeting in response to Hnf1aos1 knockdown. The *x*-axis displays the −log(B-H *p*-value), indicating the significance of pathway enrichment.

Differential protein expression analysis revealed notable changes in key hepatic regulators following Hnf1aos1 knockdown, consistent with transcriptomic findings (Figure 5D). Among the most significantly altered proteins, CYP7A1 was dramatically downregulated (log_2_(fold change): −15.09), suggesting impaired bile acid synthesis, which is a critical pathway in hepatic metabolism. Conversely, APO19A and CYP7B1 were substantially upregulated (log_2_ fold changes: 25 and 0.93, respectively), indicating potential compensatory mechanisms for cholesterol efflux (from the liver to the bloodstream) and bile acid metabolism. The proteins involved in lipid metabolism showed varied responses: ACLY (log_2_ fold change: −0.51) was downregulated, indicating reduced cytosolic acetyl-CoA production, whereas CPT1A (log_2_ fold change: 0.38) was slightly upregulated, suggesting increased fatty acid oxidation. The proteins associated with detoxification and oxidative stress, such as GSTP1 (log_2_ fold change: 0.38), were upregulated, highlighting their enhanced protective mechanisms against cellular stress. Additionally, the proteins involved in gluconeogenesis (PCK1, log_2_ fold-change: 0.49) and lipid remodeling (LDAH, log_2_ fold-change: 0.77) were moderately upregulated, reflecting shifts in hepatic energy homeostasis. The significant upregulation of HSD11B1 (log_2_ fold change: 0.49), a regulator of glucocorticoid metabolism, suggests potential alterations in the inflammatory signaling pathways.

Ingenuity Pathway Analysis was used to map differentially expressed proteins (Figure 6). Similarly to RNA analysis, proteomic network analysis highlighted significant effects on liver health and metabolism, with shifts in cellular phenotypes and processes related to lipid metabolism, bile acid synthesis, oxidative stress response, and inflammatory pathways.

This analysis predicted several phenotypic changes associated with liver function after Hnf1aos1 knockdown. A significant decrease in bile acid synthesis was anticipated due to the downregulation of CYP7A1, a key enzyme in this pathway. Lipid metabolism was also notably altered, with evidence indicating decreased de novo lipogenesis and increased cholesterol efflux, reflecting disruptions in hepatic lipid regulation. Additionally, an enhanced oxidative stress response was predicted, driven by the upregulation of detoxification enzymes, such as GSTP1, which may serve as a compensatory mechanism to mitigate cellular stress. Furthermore, inflammatory responses appear to be modulated by changes in proteins, such as HSD11B1, suggesting potential shifts in glucocorticoid metabolism and inflammatory signaling pathways.

Collectively, these findings underscore the broad impact of Hnf1aos1 knockdown on liver metabolic homeostasis and cellular function. Collectively, these results demonstrated that Hnf1aos1 knockdown induces widespread changes in protein expression across key metabolic and regulatory pathways in the liver, further underscoring its critical role in maintaining hepatic homeostasis.

### 2.4. Shared Networks Between mRNA and Protein Expression Analysis

A comprehensive overview of the shared networks between RNA-seq and proteomics analyses is presented in (Figure 7), highlighting three key areas of cellular function affected by the experimental conditions. In the lipid metabolism and small molecule biochemistry network, 32 mRNAs and 19 proteins were found to be differentially expressed, including APOA1, SREBF1, and LPL. 

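In the RNA-seq counts, the 11 genes Apoa1, Apoa2, Srebf1, Fasn, Lpl, Abca1, Vldlr, Cyp7a1, Cyp7b1, Cyp4a10 and Cyp4a12a had log2 fold changes from −2.75 to 1.09, 6 above 0 and 5 below, and edgeR's test called 6 of them (Srebf1, Lpl, Abca1, Vldlr, Cyp7b1 and Cyp4a10). In 9 of the 11 the groups did not overlap (10% by chance). DESeq2 called 9 and the adjustment over the list alone 10. The authors chose these genes with these libraries in hand, so neither the list-alone calls nor the lack of overlap is independent evidence. Without scramble replicate 3 only 1 was called, and at most 7 in a fit without 1 library. Apoa1 rose from 43405 ± 2254 (SD, n = 3) to 57787 ± 6069 (SD, n = 3) normalized counts, a log2 fold change of 0.41 (standard error 0.115, adjusted p = 0.0581 from edgeR's test), and was called by DESeq2 and 3 other alternatives (adjusted p of 0.00543 to 0.0679) and, in edgeR, without knockdown replicate 1 (0.0384).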

The immune/inflammatory response and infectious disease network showed 32 mRNAs and 17 proteins with altered expression, with key proteins such as ISG15, OAS1A, and RIG-1. 

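Of Isg15, Oas1a, Rigi (RIG-I), Oas2, Oas3, Oasl2, Irf2bp2, C4b, C4bp, Parp14 and Ifih1, all but Irf2bp2 had a log2 fold change above 0, and edgeR's test called 7 of the 11, each of them higher. The groups did not overlap in 10 (10% by chance). DESeq2 called 9, and adjusted over the list alone 11 were called. For genes chosen on these libraries, neither the list-alone calls nor the lack of overlap is independent evidence. The number called by edgeR's test ran from 0 without scramble replicate 3, where 11 had an unadjusted p under 0.05, to 11 without knockdown replicate 3. Rigi rose from 942 ± 156 (SD, n = 3) to 2323 ± 602 (SD, n = 3) normalized counts, with a log2 fold change of 1.30 (standard error 0.21, adjusted p = 0.0181 from edgeR's test). Rigi was called without scramble replicate 1, knockdown replicate 1 and knockdown replicate 3, and not in the other 3 fits that left out 1 library (adjusted p of 2.32e-05 to 0.107 over the 6 fits, edgeR). Isg15 had the largest log2 fold change of the 11, 3.55 (standard error 0.624, adjusted p = 0.0519 from edgeR's test), with 234, 84.5 and 135 normalized counts in the scramble and 2604, 1858 and 873 in the knockdown libraries, replicates 1 to 3. DESeq2, library sizes from the spike-ins and a minimum mean of 50 counts called Isg15 (adjusted p of 2.04e-07 to 0.0649 over the alternatives), as did edgeR without knockdown replicate 3 (0.0273).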

In the cancer, cell death, and cellular function network, 19 mRNAs and 19 proteins were differentially expressed, including MYC, PSMB9, and RPL9. 

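At the RNA level, Psmb9, a subunit of the immunoproteasome, rose from 151 ± 28.7 (SD, n = 3) to 287 ± 18.8 (SD, n = 3) normalized counts (log2 fold change 0.93, standard error 0.145, adjusted p = 0.00682 from edgeR's test) and was called in each fit that left out 1 library. The ribosomal protein gene Rpl9 rose from 855 ± 85.3 (SD, n = 3) to 1229.9 ± 83.3 (SD, n = 3), a log2 fold change of 0.52 (standard error 0.0992, adjusted p = 0.0137 from edgeR's test). It lost its call without scramble replicate 3 (0.102). Reads of its processed copies elsewhere in the genome could be split, which leaves its value uncertain. Myc had 75.9, 82.3 and 56.1 normalized counts in scramble replicates 1, 2 and 3 and 123, 303 and 584 in knockdown replicates 1, 2 and 3, and its log2 fold change of 2.24 (standard error 0.664, adjusted p = 0.138 from edgeR's test) was not called. It was called by DESeq2 (adjusted p = 0.0104; 0.0104 to 0.272 over the alternatives) and without knockdown replicate 1 (0.0137 in edgeR's test).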

All three networks met the significance threshold (Score = −log_10_(*p*-value). These results indicate that Hnf1aos1 knockdown affects multiple interconnected biological processes at both the transcriptomic and proteomic levels.

### 2.5. Histopathological Analysis and Predicted Metabolic Impacts on Liver Health

Hematoxylin and eosin (H&E) staining of the liver sections demonstrated profound alterations in the hepatic architecture. Normal liver sections from scrambled control mice (Figure 8A) showed well-organized hepatic cords and cellular structures. However, liver sections from Hnf1aos1 knockdown mouse revealed the significant disorganization of the hepatic cords (Figure 8B,D), along with hepatocellular vacuolar degeneration (Figure 8B, arrow), which may suggest intracellular lipid or metabolite accumulation, potentially indicating hepatic stress or injury. Moreover, inflammatory infiltration by mononuclear and granulocytic cells was observed (arrowheads in Figure 8B,C), indicating an ongoing inflammatory response within the liver, which may indicate an attempt to counteract the liver damage caused by metabolic or structural disruptions. These histopathological changes highlight the detrimental effects of Hnf1aos1 knockdown on liver function and structural integrity.

The differential expression of the Hnf1aos1 lncRNA was observed in mouse liver samples fed with a low-fat diet (LFD, *n* = 4) versus a high-fat diet (HFD, *n* = 4) (Figure 8E). The results indicated that Hnf1aos1 expression was significantly lower in the HFD group than in the LFD group (*p* < 0.01). The relative mRNA expression in the LFD group was approximately 1.0, whereas in the HFD group, it was approximately 0.5.

The triglyceride levels in the liver were measured using an absorbance-based assay (Figure 8F). The results revealed a significant decrease (*p* < 0.05) in triglyceride levels in the rAAV8-Hnf1aos1 group compared to the rAAV8-scramble control group. The rAAV8-scramble group showed triglyceride levels at around 20 Absorbance Units (AUs), while the rAAV8-Hnf1aos1 group exhibited levels at around 10 AUs. This reduction in triglyceride accumulation following Hnf1aos1 knockdown suggests the complex relationship between this lncRNA and triglyceride levels in the liver.

Overall, these findings underscore the critical role of Hnf1aos1 in maintaining liver metabolic homeostasis and modulating immune responses. The knockdown of this lncRNA leads to significant transcriptional and proteomic changes that affect key metabolic and inflammatory pathways.

## 3. Discussion

Our study demonstrates that Hnf1aos1 plays a critical role in regulating liver function and maintaining hepatic health. By knocking down Hnf1aos1 in both in vitro and in vivo models, we revealed its significant impact on metabolic and immune-related pathways in the liver. This aligns with emerging evidence that antisense lncRNAs, such as HNF1A-AS1 in humans, act as master regulators of metabolic and inflammatory liver diseases by modulating transcription factor stability and chromatin interactions [19].

### 3.1. Hnf1aos1 Knockdown Disrupts Hepatic Homeostasis

Our findings indicate that Hnf1aos1 knockdown significantly disrupted hepatic homeostasis. The 40% reduction in Hnf1aos1 RNA levels achieved by rAAV8-shRNA in vivo (Figure 1F) led to widespread transcriptional and proteomic changes that affected key metabolic genes and pathways involved in bile acid synthesis, lipid metabolism, and drug processing. These results mirror recent work illustrating that HNF1A-AS1 knockdown in human hepatocytes similarly disrupts HNF1A-driven metabolic networks, suggesting conservative regulatory mechanisms across species [9,19,21,25]. Differential expression analysis revealed notable changes in key hepatic regulators (Figure 4A) and their functions. 

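In the RNA-seq counts, Srebf1 (chromosome 11, 60199089 to 60222581), a transcription factor of lipid synthesis, fell from 4024 ± 377 (SD, n = 3) to 2729 ± 184 (SD, n = 3) normalized counts, a log2 fold change of −0.56 (standard error 0.101, adjusted p = 0.0111 from edgeR's test). Srebf1 lost its call only in the fits without scramble replicate 3 and knockdown replicate 2 (adjusted p of 0.00675 to 0.0838 over the 6 fits, edgeR). Vldlr, the VLDL receptor (chromosome 19, 27216484 to 27254231), fell from 89.4 ± 17.2 (SD, n = 3) to 23.2 ± 12.1 (SD, n = 3), a log2 fold change of −1.94 (standard error 0.321, adjusted p = 0.00903 from edgeR's test). Of the fits that left out 1 library, the one without scramble replicate 3 did not call it (0.0657). Fatty acid synthase, Fasn (chromosome 11, 120805846 to 120824547), had a log2 fold change of −0.58 (standard error 0.161, adjusted p = 0.0586 from edgeR's test), with overlapping groups. Fasn was called by DESeq2 and without a filter on low counts (adjusted p of 0.00135 to 0.156 over the alternatives) and, in edgeR, without scramble replicate 1 or knockdown replicate 1 (down to 0.0144). The cholesterol transporter Abca1 (chromosome 4, 53030787 to 53159895) rose from 9531 ± 538 (SD, n = 3) to 13904 ± 1248 (SD, n = 3), a log2 fold change of 0.54 (standard error 0.106, adjusted p = 0.0154 from edgeR's test). Abca1 was called without scramble replicate 1, knockdown replicate 1 and knockdown replicate 3, and not in the other 3 fits that left out 1 library (adjusted p of 0.00297 to 0.102 over the 6 fits, edgeR). Apob (chromosome 12, 7977648 to 8016835) rose by 0.34 (standard error 0.119, adjusted p = 0.113 from edgeR's test) on the log2 scale, with all 3 knockdown libraries above all scramble libraries. It was called by DESeq2 (adjusted p = 0.0227) and with library sizes from the spike-ins, in a range of 0.017 to 0.123 over the alternatives, but in 0 of the 6 fits that left out 1 library.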

The significant downregulation of SREBF1, SCD1, FASN, and VLDLR suggests a suppression of de novo lipogenesis and lipid uptake [34,35,36], while the upregulation of ABCA1 and APOB suggests the enhanced export of cholesterol from hepatocytes to lipid-poor apolipoproteins, and changes in the assembly and secretion of lipoproteins [37]. The downregulation of CAR and PXR indicates a potential reduction in the capacity of the liver to sense and respond to xenobiotics and drugs [38,39]. 

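CAR is encoded by Nr1i3 (chromosome 1, 171213970 to 171220701) and PXR by Nr1i2 (chromosome 16, 38248323 to 38294824), both nuclear receptors for foreign compounds. Nr1i3 fell from 608 ± 20.9 (SD, n = 3) to 393 ± 73.4 (SD, n = 3) normalized counts, a log2 fold change of −0.63 (standard error 0.126, adjusted p = 0.0172 from edgeR's test). Nr1i3 lost its call only in the fits without scramble replicate 2 and scramble replicate 3 (adjusted p of 0.0091 to 0.0846 over the 6 fits, edgeR). Nr1i2 fell from 1074 ± 72.5 (SD, n = 3) to 783 ± 149.7 (SD, n = 3), and its log2 fold change of −0.46 (standard error 0.13, adjusted p = 0.0647 from edgeR's test) was not called, though the groups did not overlap. DESeq2, library totals and no filter on low counts each called Nr1i2 (adjusted p of 0.00152 to 0.2 over the alternatives), as did edgeR without knockdown replicate 3 (0.00634).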

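Cyp7b1, an oxysterol hydroxylase of the alternative bile acid pathway (chromosome 3, 18071950 to 18243338), had 3314 ± 393 (SD, n = 3) normalized counts in the scramble group and 7064 ± 878 (SD, n = 3) in the knockdown group. Its log2 fold change was 1.09 (standard error 0.124, adjusted p = 0.00154 from edgeR's test), between 0.99 and 1.19 with 1 library left out, and it was called in all 6 of those fits and under each of the 9 alternatives for scaling, filter and test.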

The upregulation of CYP7B1 suggests alterations in bile acid synthesis pathways [40,41]. 

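Lipoprotein lipase, Lpl (chromosome 8, 68880491 to 68907448), rose from 349.9 ± 18.6 (SD, n = 3) to 506 ± 50 (SD, n = 3) normalized counts, with a log2 fold change of 0.53 (standard error 0.106, adjusted p = 0.0172 from edgeR's test). Lpl was called without scramble replicate 1, knockdown replicate 1 and knockdown replicate 3, and not in the other 3 fits that left out 1 library (adjusted p of 0.0034 to 0.118 over the 6 fits, edgeR). Apol9a (chromosome 15, 77403789 to 77411135) and Apol9b (chromosome 15, 77729039 to 77736382) are similar genes between which reads could be split, so both values are uncertain. The log2 fold change was 1.58 (standard error 0.401, adjusted p = 0.0991 from edgeR's test) for Apol9a and 0.98 (standard error 0.189, adjusted p = 0.028 from edgeR's test) for Apol9b. DESeq2 (adjusted p = 0.00705) and library sizes from the spike-ins called Apol9a, in a range of 0.00705 to 0.159 over the alternatives, as did edgeR without scramble replicate 1 (0.00783), the scramble library with the highest count (1139 against 416 and 673). Apol9b was called without scramble replicate 1, scramble replicate 2 and knockdown replicate 3, and not in the other 3 fits that left out 1 library (adjusted p of 0.00247 to 0.134 over the 6 fits, edgeR).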

The significant upregulation of LPL, APO19A, and APO19B indicates changes in lipoprotein processing and remodeling [42]. 

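Socs3 (chromosome 11, 117966079 to 117970047), a feedback inhibitor of cytokine signaling, had 56.1 ± 4.06 (SD, n = 3) normalized counts in the scramble group and 242 ± 101 (SD, n = 3) in the knockdown group, a log2 fold change of 2.11 (standard error 0.339, adjusted p = 0.0169 from edgeR's test). Limma's voom did not call it (adjusted p = 0.0681; 8.82e-11 to 0.0681 over the alternatives). Socs3 was called without knockdown replicate 1, knockdown replicate 2 and knockdown replicate 3, and not in the other 3 fits that left out 1 library (adjusted p of 4.14e-05 to 0.0982 over the 6 fits, edgeR). The log2 fold change of Stat3 (chromosome 11, 100885098 to 100939540) was 0.86 (standard error 0.224, adjusted p = 0.0723 from edgeR's test), with normalized counts of 3558, 4293 and 2203 in knockdown replicates 1, 2 and 3 against 1848 ± 52 (SD, n = 3) in the scramble group. DESeq2, library sizes from the spike-ins and the fit without knockdown replicate 3 called it (adjusted p of 0.000101 to 0.194 over the alternatives, 2.6e-05 without that replicate in edgeR). Foxp1 (chromosome 6, 98925338 to 99522721) was lower after knockdown, 1223 ± 98.3 (SD, n = 3) against 1550.3 ± 70.3 (SD, n = 3), with a log2 fold change of −0.34 (standard error 0.0909, adjusted p = 0.0478 from edgeR's test). Its call was lost under DESeq2, limma's voom, library sizes from the spike-ins and offsets for length and GC content (adjusted p of 0.022 to 0.336 over the alternatives). Foxp1 was called without knockdown replicate 3, and not in the other 5 fits that left out 1 library (adjusted p of 0.0176 to 0.191 over the 6 fits, edgeR).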

The increased expression of SOCS3 and STAT3, coupled with FOXP1 upregulation, suggests an activated inflammatory and immune response within the liver [43,44,45]. Opposing changes in VPS13D (downregulation) and VMP1 (upregulation) suggest altered vesicle trafficking and autophagy [46,47]. 

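Vps13d (chromosome 4, 144972622 to 145195005) fell from 5253 ± 55 (SD, n = 3) to 4102 ± 26.2 (SD, n = 3) normalized counts, a log2 fold change of −0.36 (standard error 0.0852, adjusted p = 0.0345 from edgeR's test). Library sizes from the spike-ins and offsets for gene length and GC content removed this call (adjusted p of 0.00687 to 0.28 over the alternatives). Vps13d was called without knockdown replicate 3, and not in the other 5 fits that left out 1 library (adjusted p of 0.04 to 0.127 over the 6 fits, edgeR). Vmp1 (chromosome 11, 86583865 to 86683836) rose from 1760.4 ± 257 (SD, n = 3) to 3063 ± 473 (SD, n = 3), a log2 fold change of 0.80 (standard error 0.136, adjusted p = 0.0107 from edgeR's test). Vmp1 lost its call only in the fit without scramble replicate 3 (adjusted p of 0.00226 to 0.0854 over the 6 fits, edgeR).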

The downregulation of ACLY indicates a potential reduction in cytosolic acetyl-CoA production, which affects lipid and glucose metabolism [48,49]. 

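ATP citrate lyase, Acly (chromosome 11, 100476353 to 100528000), fell from 8846 ± 781 (SD, n = 3) to 5537 ± 1437 (SD, n = 3) normalized counts with no overlap between the groups, and its log2 fold change of −0.68 (standard error 0.175, adjusted p = 0.0534 from edgeR's test) was not called. DESeq2 (adjusted p = 0.00123) and edgeR without a filter on low counts called it, in a range of 0.00123 to 0.0842 over the alternatives, as did the fit without knockdown replicate 1 (0.00905 in edgeR).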

The upregulation of GSTP1 suggests an increase in the detoxification of electrophilic compounds and protection against oxidative stress [50]. 

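Gstp1 (chromosome 19, 4035407 to 4037985) rose from 18079 ± 3799 (SD, n = 3) to 25113 ± 1249.9 (SD, n = 3) normalized counts with no overlap, a log2 fold change of 0.47 (standard error 0.141, adjusted p = 0.0698 from edgeR's test) that was not called. It was called by DESeq2 (adjusted p = 0.0158), without a filter on low counts and with library sizes from the spike-ins, in a range of 0.00147 to 0.089 over the alternatives, and by edgeR without scramble replicate 1 (0.0215).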

The log_2_ fold changes reflect the extent of upregulation or downregulation, highlighting a complex network of genes influencing hepatic metabolism. Furthermore, RT-qPCR analysis validates the changes in mRNA expression observed in the RNA-seq analysis (Figure 4B), confirming the significant downregulation of *Fasn*, *Vps13d*, *Vldlr*, and *Srebf1*, and significant upregulation of *Lpl*, *Shp-1*, *Apob*, *Abca1*, and *Vmp1* expression after Hnf1aos1 knockdown, which highlights the impact of Hnf1aos1 on lipid metabolism and the related pathways.

### 3.2. Multi-Omics Analysis Reveals Key Regulatory Changes

Integrating RNA-seq, proteomic analysis, and histopathological examination provided novel insights into the Hnf1aos1 regulatory network. RNA-seq data revealed the significant downregulation of key lipogenic regulators, such as *Srebf1*, *Scd1*, *Fasn*, and *Vldlr*, indicating the suppression of de novo lipogenesis and lipid uptake (Figure 4A,B). Conversely, genes involved in cholesterol efflux (*Abca1* and *Apob*) were upregulated. This paradoxical outcome aligns with clinical and experimental studies showing that advanced MASLD progression is driven not by triglyceride accumulation, but by lipotoxicity from alternative lipid mediators (diacylglycerols [DAGs], ceramides) and impaired lipid-handling mechanisms, including reduced VLDLR expression, which limits lipid uptake but exacerbates lipotoxic stress and hepatocellular injury [51,52,53,54]. In line with these mechanistic shifts, we observed a significant reduction in hepatic triglyceride content in the Hnf1aos1-knockdown group. These changes were consistent with the observed decrease in liver triglyceride levels following Hnf1aos1 knockdown (Figure 8E), suggesting a complex relationship between this lncRNA and lipid metabolism. This parallels findings in MASLD patients, where HNF1A-AS1 expression inversely correlates with hepatic steatosis severity [55]. Proteomic analysis further corroborated these findings, revealing the significant downregulation of CYP7A1 and upregulation of APO19A (Figure 5D), indicating disrupted bile acid synthesis and lipid transport. These changes reflect the liver’s attempts to manage excess lipids and protect itself against lipotoxicity. The increased expression of OAS1A, OASL1, and OASL2 suggests that liver cells may be primed for a stronger antiviral response. In summary, Hnf1aos1 knockdown, especially in the context of HFD, may disrupt the interconnected pathways of lipid accumulation, inflammation, and metabolic dysregulation, affecting liver function and overall metabolic health. Regarding CYP7A1, the observed fold change in protein abundance between groups was 0.00000003 (3 × 10^−8^), indicating an extremely strong reduction. While this dramatic decrease was statistically significant by our analysis pipeline, we acknowledge that such a large fold change may reflect a combination of true biological suppression and technical limitations, such as quantification floor effects in proteomics. Therefore, we caution that although the reduction in CYP7A1 protein is robust and consistent with the expected direction of effect, the precise magnitude of change should be interpreted with care. Further validation using orthogonal methods, such as targeted proteomics or immunoblotting, will be necessary to confirm the extent of CYP7A1 depletion observed in this study. To ensure robustness, all proteomics data were filtered for a 1% false discovery rate (FDR) at both peptide and protein levels, and only proteins quantified in at least two biological replicates per group were included. Differential abundance was assessed using the MaxQuant/Perseus pipeline with Benjamini–Hochberg correction (FDR < 0.05).

### 3.3. Implications for Liver Diseases: Shared Pathways and Impact on Metabolic Dysfunction-Associated Steototic Liver Disease (MASLD)

Our study employed a comprehensive multi-omics approach, integrating RNA-seq and proteomic data to identify shared pathways that are significantly affected by Hnf1aos1 knockdown. This analysis, summarized in Figure 7, revealed the complex relationship of biological processes influenced by this lncRNA and its implications in liver diseases, particularly MASLD, and its progression to metabolic dysfunction-associated steatohepatitis (MASH) and hepatocellular carcinoma (HCC).

One of the most striking observations was the downregulation of triglyceride levels in the liver upon Hnf1aos1 knockdown (Figure 8E). We also observed downregulated Hnf1aos1 expression in high-fat diet (HFD) conditions compared to control chow diet conditions (Figure 8F), suggesting that Hnf1aos1 may be a critical mediator in the liver’s response to increased dietary fat intake. However, we also observed compensatory responses that appeared to make the liver more efficient in lipid management.

In addition to the observed reduction in hepatic triglyceride levels, our transcriptomic and proteomic analyses revealed several compensatory responses that may enhance hepatic lipid management following Hnf1aos1 knockdown. Notably, genes involved in cholesterol efflux and lipoprotein assembly, such as ABCA1 and APOB, were upregulated, suggesting an adaptive increase in the export of cholesterol and triglycerides from hepatocytes into the bloodstream. The upregulation of LPL (lipoprotein lipase) and APOE further supports enhanced peripheral lipid clearance and the remodeling of circulating lipoproteins. These compensatory changes are consistent with previous reports demonstrating that the activation of reverse cholesterol transport and lipoprotein remodeling pathways can mitigate hepatic steatosis and protect against lipotoxicity [56,57].

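In the liver RNA-seq counts, Apoe (chromosome 7, 19696109 to 19699188) had 80289 ± 3472 (SD, n = 3) normalized counts in the scramble group and 79362 ± 12101 (SD, n = 3) in the knockdown group, a difference within the spread of the libraries. Its log2 fold change was −0.017 (standard error 0.13, adjusted p = 0.952 from edgeR's test), from −0.10 to 0.094 with 1 library left out, and it was above 0 with library sizes from the spike-ins (0.18, under the shift of all genes) and with length and GC offsets (0.014). No alternative called it.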

Collectively, these findings suggest that the loss of Hnf1aos1 triggers a coordinated hepatic response to maintain lipid homeostasis, characterized by increased lipid export, enhanced lipoprotein remodeling, and improved peripheral lipid clearance. This adaptive response may initially protect against triglyceride accumulation, but could also predispose to altered lipid profiles and increased circulating lipids, as observed in advanced MASLD and NAFLD patients [56,58]. Thus, our data highlight the dual nature of these compensatory mechanisms, offering short-term protection against steatosis, while potentially contributing to systemic dyslipidemia and the progression of metabolic liver disease.

### 3.4. The Shared Pathways Analysis Revealed Several Key Areas Affected by Hnf1aos1 Knockdown

Lipid Metabolism and Small Molecule Biochemistry: We observed the extensive dysregulation of genes and proteins involved in lipid transport, cholesterol metabolism, fatty acid synthesis, and bile acid pathways. Key dysregulated genes included APOA1, SREBF1, and CYP7A1, along with additional players such as APOA2, LPL, FASN, ABCA1, VLDLR, CYP7B1, CYP4A10, CYP4A12A, and members of the ACOT families. The combined impact of these dysregulations suggests that reduced Hnf1aos1 expression under HFD conditions may impair the liver’s ability to manage triglycerides properly, potentially contributing to MASLD development or progression. Following Hnf1aos1 knockdown, the extensive dysregulation of genes involved in lipid transport, fatty acid synthesis, and cholesterol metabolism would likely exacerbate hepatic lipid accumulation, oxidative stress, and inflammation, accelerating MASLD progression. The impaired regulation of key pathways, such as reduced SREBF1-driven lipogenesis and altered cholesterol/bile acid homeostasis, could promote hepatocellular injury and fibrogenesis, increasing the risk of progression from simple steatosis to steatohepatitis and advanced liver disease. The downregulation of SREBF1 and its target lipogenic genes leads to decreased de novo lipogenesis, whereas upregulated cholesterol efflux mechanisms may serve as compensatory responses. Additionally, drug metabolism pathways showed the dysregulation of cytochrome P450 enzymes (CYP1A2, CYP2C70, AND CYP4A14), UDP-glucuronosyltransferases (UGT2B38 AND UGT2B1), and glutathione S-transferases (GSTM1 AND GSTM3), indicating a compromised detoxification capacity.

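Of Cyp1a2, Cyp2c70, Cyp4a14, Ugt2b38, Ugt2b1, Gstm1 and Gstm3, edgeR's test called 3 in the RNA-seq counts, all higher, and in 5 of the 7 the groups did not overlap (10% by chance). Cyp2c70 rose from 4836 ± 179 (SD, n = 3) to 11560.1 ± 1602 (SD, n = 3) normalized counts, a log2 fold change of 1.26 (standard error 0.116, adjusted p = 0.000665 from edgeR's test). Ugt2b38 rose from 248 ± 31 (SD, n = 3) to 471 ± 67.7 (SD, n = 3), a log2 fold change of 0.92 (standard error 0.134, adjusted p = 0.0046 from edgeR's test). Both were called in each fit that left out 1 library. Gstm1 had a log2 fold change of 0.49 (standard error 0.12, adjusted p = 0.0389 from edgeR's test). Gstm1 was called without knockdown replicate 3, and not in the other 5 fits that left out 1 library (adjusted p of 0.038 to 0.174 over the 6 fits, edgeR). Cyp4a14, the only 1 of the 7 below 0 and the one with the largest change, was not called by edgeR's test with all libraries and was called by DESeq2, with library sizes from the spike-ins and without scramble replicate 2. The changes of Cyp1a2 (0.11), Ugt2b1 (0.34) and Gstm3 (0.39) on the log2 scale were above 0 and not called (adjusted p of 0.585, 0.142 and 0.0651 from edgeR's test). DESeq2 called 4 of the 7, and library sizes from the spike-ins 6. The fits without 1 library called from 2 without scramble replicate 1 to 4 without scramble replicate 2. The adjustment over the list alone called 6. The authors chose these genes on these libraries, so neither the list-alone calls nor the lack of overlap is independent evidence. Members of the Cyp, Ugt2b and Gstm families are similar enough for reads to be split, which leaves their single values uncertain.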

Immune/Inflammatory Response and Infectious Disease: We identified the significant dysregulation of genes and proteins involved in interferon signaling, antiviral response, and complement activation. The network prominently featured ISG15, OAS1A, and Rigi (RIG-I), along with additional antiviral mediators including OAS2, OAS3, OASL2, IRF2BP2, C4B, C4BP, PARP14, and IFIH1 (MDA5). Recent studies have suggested that viral infections can exacerbate MASLD, and that the activation of these mechanisms may be a double-edged sword, where chronic inflammation could worsen liver injury and metabolic dysregulation. The upregulation of these immune response pathways suggests that Hnf1aos1 knockdown may prime the liver for enhanced inflammatory responses.

Cancer, Cell Death, and Cellular Function: This network highlighted the dysregulation of genes critical for cell proliferation, apoptosis, and protein homeostasis. Key players included MYC, PSMB9, and RPL9, representing oncogenic signaling, proteasome function, and ribosomal protein synthesis, respectively. 

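At the RNA level, 8 of the 9 genes Pdia3, Pdia4, Hspa5, Psmd8, Psmd14, Rnf213, Rps9, Eef1a2 and Eif4a1 had a log2 fold change above 0, and edgeR's test called 2, Rnf213 and Eef1a2. Rnf213, an interferon-induced ubiquitin ligase, rose from 7506 ± 1476 (SD, n = 3) to 26691 ± 9834 (SD, n = 3) normalized counts, a log2 fold change of 1.83 (standard error 0.327, adjusted p = 0.0352 from edgeR's test). This call was lost with library totals and without a filter on low counts (adjusted p of 1.27e-05 to 0.0834 over the alternatives). Rnf213 was called without knockdown replicate 3, and not in the other 5 fits that left out 1 library (adjusted p of 4.43e-06 to 0.156 over the 6 fits, edgeR). Eef1a2 fell from 41.5 ± 21.3 (SD, n = 3) to 13.2 ± 5.16 (SD, n = 3), a log2 fold change of −1.64 (standard error 0.429, adjusted p = 0.0458 from edgeR's test). Limma's voom and offsets for length and GC content removed its call. Eef1a2 was called without scramble replicate 1, and not in the other 5 fits that left out 1 library (adjusted p of 0.0432 to 0.16 over the 6 fits, edgeR). The other 7 had adjusted p values from 0.0641 to 0.191 in edgeR's test. DESeq2 called 4 of the 9, library sizes from the spike-ins 9 (a scaling that moved the median of all genes up by 0.20), library totals 1, and the adjustment over the list alone 9, which is not independent evidence here. The number called was 0 without scramble replicate 2 or 3 or knockdown replicate 1 or 2, with 4 to 8 at an unadjusted p under 0.05.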

Additional dysregulated components involved protein quality control mechanisms, including ER stress response proteins (PDIA3, PDIA4, and HSPA5), ubiquitin–proteasome system components (PSMD8, PSMD14, and RNF213), and translation machinery (RPS9, EEF1A2, and EIF4A1). The impaired ability of cells to manage misfolded proteins and maintain proper protein synthesis due to Hnf1aos1 knockdown may contribute to cellular stress and altered cell fate decisions, potentially influencing both hepatocyte survival and proliferation.

Notably, while murine-specific enzymes lack direct human orthologs, the regulatory relationship between Hnf1aos1 and HNF1A, a conserved transcriptional regulator, suggests translational relevance. Human orthologs fulfill analogous roles, underscoring the potential for conserved pathway regulation despite species differences in enzyme isoforms. The comprehensive view provided by this three-network analysis underscores the complex role of Hnf1aos1 in regulating liver function and its potential involvement in various liver-related diseases. Considering these interconnected pathways, monitoring Hnf1aos1 levels could provide valuable insights into disease states and progression, positioning it as a potential therapeutic target and biomarker for liver disease.

### 3.5. Future Directions

Future studies should validate these findings in humanized models or primary human hepatocytes to address species-specific differences in drug metabolism and confirm translational relevance. Further studies should also focus on investigating the precise molecular mechanisms through which Hnf1aos1 regulates bile acid synthesis and lipid metabolism. Elucidating the direct transcriptional targets and influencing pathways is critical for understanding its regulatory networks. Further research on Hnf1aos1’s role in hepatic lipid homeostasis and immune modulation could enhance the potential of personalized medical approaches. This could potentially lead to tailored therapeutic strategies based on individual liver metabolic profiles to improve the management of liver diseases and metabolic disorders.

## 4. Materials and Methods

### 4.1. Cell Culture, Treatment, and Transient Transfection

Hepa-1c1c7, a mouse hepatoma cell line, was obtained from American Type Culture Collection (ATCC, Manassas, VA, USA). Cells were cultured in alpha-modified Eagle’s medium (AMEM; Thermo Fisher Scientific, Waltham, MA, USA) supplemented with 10% fetal bovine serum (FBS; Gibco, Thermo Fisher Scientific) at 37 °C in a humidified atmosphere with 5% CO_2_. For transfection experiments, cells were seeded 24 h prior to treatment at a density that would achieve 50–60% confluence at the time of transfection. Cells were transfected with either scrambled siRNA (Catalog #4390843) or Hnf1aos1-specific siRNA (5′-TACTGTAAAGCGTGTTTATTAAC-3′) (Dharmacon, Lafayette, CO, USA) at a final concentration of 50 nM using Lipofectamine RNAiMAX reagent (Invitrogen, Thermo Fisher Scientific) according to the manufacturer’s instructions. The Hnf1aos1-specific siRNA was designed using the siDIRECT software v2.1 (http://sidirect2.rnai.jp/, accessed on 25 September 2023).

### 4.2. Viral Plasmids and Virus Production for Animal Treatment

Recombinant AAVs (rAAVs) for both the control (rAAV8-Scramble) (5′-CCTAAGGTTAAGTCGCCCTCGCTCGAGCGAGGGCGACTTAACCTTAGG-3′) and knockdown (rAAV8-Hnf1aos1) (5′-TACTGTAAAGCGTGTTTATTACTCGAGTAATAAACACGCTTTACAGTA-3′) groups were purchased from VectorBuilder (Chicago, IL). The same siRNA target for Hnf1aos1 was used for shRNA. C57BL/6J mice were obtained from The Jackson Laboratory (Bar Harbor, ME, USA) and maintained under standard conditions (12 h light/dark cycle, 22 ± 2 °C, 50–60% humidity) with ad libitum access to food and water. Twenty male mice, approximately six weeks of age, were randomly divided into two groups (*n* = 10 per group). Mice were injected with 100 μL of either AAV-Hnf1aos1 or AAV-scramble (1 × 1012 vector genomes/mL) through the tail vein. The AAV-Hnf1aos1 construct contained a shRNA targeting the same sequence as that of the siRNA used in the in vitro experiments. Four weeks post injection, the mice were weighed and euthanized via CO_2_ inhalation, followed by cervical dislocation. Blood was collected via cardiac puncture, and liver and kidney samples were harvested. Liver tissue samples were flash-frozen in liquid nitrogen for RNA and protein analysis, whereas the others were embedded in Optimal Cutting Temperature (OCT) compound for histological examination. All animal procedures were approved by the Institutional Animal Care and Use Committee (IACUC) at the University of Connecticut and conducted in accordance with the NIH Guide for the Care and Use of Laboratory Animals.

### 4.3. Quantification of Gene Expression in In Vitro Cells and In Vivo Mice via RT-qPCR

The total RNA was isolated from cultured cells and liver tissue using TRIzol reagent (Thermo Fisher Scientific) according to the manufacturer’s protocol. Liver samples were homogenized in TRIzol using a Precellys 24 tissue homogenizer (Bertin Technologies, Montigny-le-Bretonneux, France). The RNA concentration and purity were assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific). Complementary DNA (cDNA) was synthesized from 1 μg of total RNA using the iScript cDNA Synthesis Kit (Bio-Rad, Hercules, CA, USA). Quantitative PCR was performed on a CFX96 Real-Time System (Bio-Rad, Hercules, CA, USA) using iTaq Universal SYBR Green Supermix (Bio-Rad) and gene-specific primers (Integrated DNA Technologies, Coralville, IA, USA). The primer sequences used are listed in Table 1. Gene expression was normalized to glyceraldehyde-3-phosphate dehydrogenase (GAPDH) as an internal control. Relative expression levels were calculated using the 2^−ΔΔCt^ method and expressed as the fold change relative to the control samples. All primers used in this study were purchased from IDT (Fall River, MA, USA) (Table 1).

### 4.4. Transcriptomic Analysis via RNA-Seq

The total RNA was extracted from liver samples of six mice (three scramble-treated and three Hnf1aos1-treated mice). RNA samples were processed using Genewiz (South Plainfield, NJ, USA), including DNase treatment to remove genomic DNA contamination. RNA quality and quantity were assessed using a NanoDrop spectrophotometer (Thermo Fisher Scientific) and Agilent Bioanalyzer 2100 (Agilent Technologies, Santa Clara, CA, USA). Samples with RNA Integrity Numbers (RINs) greater than eight were selected for sequencing. RNA sequencing libraries were prepared using an Illumina TruSeq Stranded mRNA Library Prep Kit. Briefly, the mRNA was enriched by poly(A) selection, fragmented, and primed for cDNA synthesis. Double-stranded cDNA was synthesized, end-repaired, and ligated using Illumina sequencing adapters. Libraries were PCR-amplified and sequenced on an Illumina NovaSeq 6000 platform, generating 150 bp paired-end reads. Raw sequencing reads were assessed for quality using FastQC (v0.11.9). Adapter sequences and low-quality bases were trimmed using Trimmomatic (v0.39). Clean reads were aligned to the mouse reference genome (GRCm38) using STAR (v2.7.3a). Gene-level reading counts were obtained using feature counts from the subread package (v2.0.1), considering only the uniquely mapped exonic reads. Differential gene expression analysis, which utilizes normalized counts as the input, was performed using DESeq2 (v1.30.0) in the R software (v4.0.3). Raw read counts for each gene were obtained using feature counts, and normalization was carried out via DESeq2 to account for differences in sequencing depth and RNA composition between samples. Genes with an adjusted *p*-value < 0.05 and |log_2_ fold change| > 1 were considered significantly differentially expressed. The functional annotation of differentially expressed genes was conducted using DAVID (v6.8) and KEGG pathway analyses. Pathway analysis was conducted using the Qiagen Ingenuity Pathway Analysis (IPA) software 24.0.2.

### 4.5. Untargeted Protein Identification and Label-Free Quantification via Tandem Mass Spectrometry

Protein concentrations in the liver tissue homogenates were quantified using a BCA assay. Aliquots (100 μg) were processed using S-Trap micro columns (ProtiFi, LLC) with modifications to the manufacturer’s protocol. Briefly, the samples were reduced with DTT (25 °C, 1 h), alkylated with iodoacetamide (25 °C, 30 min, dark), acidified with phosphoric acid, and diluted 6-fold with binding/wash buffer (90% methanol, 100 mM TEAB). After loading and washing, the proteins were digested on a column with trypsin/LysC (1:10 *w*/*w*, Promega #V5073) overnight at 25 °C. The peptides were eluted, desalted using Pierce peptide desalting spin columns (Thermo Fisher #89852), and resuspended in 0.1% formic acid in water (Solvent A). Samples were normalized to 1 μg of the total peptides for injection based on A280 absorbance. The peptides were analyzed using a Thermo Scientific Ultimate 3000 RSLCnano UPLC coupled with a Thermo Scientific Eclipse Tribrid Orbitrap mass spectrometer. Separation was performed on a nanoEase M/Z Peptide BEH C18 column (1.7 μm, 75 μm × 250 mm, Waters) using a 120 min gradient of 4–90% Solvent B (0.1% formic acid in acetonitrile) at 300 nL/min. The mass spectrometer was operated in positive mode with nanoflow electrospray ionization (capillary voltage, 2200 V). MS1 scans were acquired at a resolution of 120,000 (AGC target 4e5, maximum ion time Auto, RF lens 30%, scan range 300–1800 m/z). Data-dependent MS2 scans were acquired in the Orbitrap (resolution 15,000, intensity threshold 5.0e4, AGC target standard, maximum ion time auto, isolation window 1.6 m/z, and 3 s cycle time). HCD fragmentation was performed at an energy of 30%. Dynamic exclusion was set to 30 s after one observation for charge states 2–8. Peptide identification and label-free quantification were performed using MaxQuant (v2.0.2.0) and Andromeda search engines. Raw data were searched against the UniProt Mus Musculus reference proteome (UP000000589, accessed on 1 October 2024) and MaxQuant contaminants database. Search parameters included a minimum peptide length of 5 residues, maximum mass of 4600 Da, up to five variable modifications (Met oxidation, protein N-terminal acetylation, Asn/Gln deamidation, N-terminal Gln to pyroGlu), fixed Cys carbamidomethylation, and trypsin/P specificity, with up to two missed cleavages. The results were filtered to obtain a 1% FDR at the peptide and protein levels. The MaxQuant output was imported into Scaffold (version 5.3.4, manufactured by Proteome Software, Inc., Portland, OR, USA) for visualization and analysis.

### 4.6. H&E Staining

Liver samples embedded in an Optimal Cutting Temperature (OCT) medium were sectioned at a 6 μm thickness using a cryostat (Leica CM3050 S). The sections were mounted on Super frost Plus microscope slides and allowed to air dry for 30 min at room temperature. H&E staining was performed by immersing the slides in filtered Harris Hematoxylin (Lerner Laboratories Pittsburgh, PA, USA) for 10 s, followed by rinsing with running tap water until they were clear. The sections were then immersed in a 1% aqueous Eosin Y solution (prepared with Sigma #E-6003) for 30 s and rinsed again in running tap water until they were clear. The sections were dehydrated by passing through a graded ethanol series (50%, 70%, 80%, 95% × 2, and 100% × 2) using reagent-grade alcohol, and then cleared in xylene (Fisher #HC700-1GAL) with 3–4 changes. Finally, coverslips were mounted using Permount (Fisher SP15-100) as the mounting medium. Stained sections were examined under a light microscope; nuclei and other basophilic structures appeared blue, whereas cytoplasm and acidophilic structures were stained light to dark red.

### 4.7. Quantification of TG

The TG levels were measured using a Triglyceride Colorimetric Assay Kit (Thermo Fisher Scientific, EEA0281). The assay was performed according to the manufacturer’s instructions. Briefly, samples from each group and standards were prepared in microplate wells. The TG reaction mix was added to each well and incubated at room temperature for 30 min. Absorbance was measured at 570 nm using a microplate reader. TG concentrations were calculated by comparing the sample absorbance values to a standard curve generated with known TG concentrations. All samples were assayed in triplicate, and the average values were used for analysis.

### 4.8. Statistical Analysis

Data are presented as mean ± standard deviation (SD). Statistical analyses were performed using GraphPad Prism version 9.0 (GraphPad Software, San Diego, CA, USA). An unpaired two-tailed *t*-test was used to compare the two groups. Statistical significance is defined as follows: * *p* < 0.05, ** *p* < 0.01, and *** *p* < 0.001. In RNA-seq data analysis, differential gene expression was determined using DESeq2, with genes considered significantly differentially expressed at an adjusted *p* < 0.05 and an absolute log_2_ fold change > 1. For proteomic data, the MaxQuant output was filtered to 1% FDR at the peptide and protein levels, and pathway analyses were conducted using Qiagen Ingenuity Pathway Analysis (IPA) software, with statistical significance determined using Benjamini–Hochberg-corrected *p*-values.

## Figures and Tables

**Figure 1:**
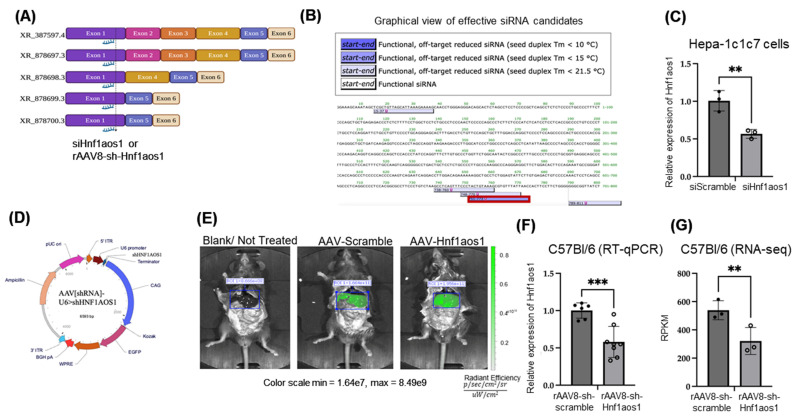
Knockdown of Hnf1aos1 in in vitro and in vivo models. (**A**) Strategy for Hnf1aos1 knockdown using siRNA in Hepa1c1c7 cells (in vitro) and rAAV8-shRNA in C57BL/6 mice (in vivo), targeting all annotated Hnf1aos1 transcripts. Schematic representation of effective siRNA candidates targeting exon 1 of Hnf1aos1. (**B**) Schematic representation of effective siRNA candidates targeting exon 1 of Hnf1aos1. (**C**) qPCR analysis demonstrating significant reduction in Hnf1aos1 RNA levels following siHnf1aos1 treatment in Hepa1c1c7 cells. (**D**) Schematic of the pAAV[shRNA]-U6 > Hnf1aos1 plasmid construct used for in vivo shRNA-mediated knockdown of Hnf1aos1, featuring a U6 promoter-driven shRNA, rAAV8 capsid for liver targeting, and a CAG promoter-driven EGFP for tracking transduction efficiency. (**E**) In vivo imaging of EGFP expression in control, rAAV8-scramble, and rAAV8-Hnf1aos1-shRNA-injected mice. Radiant efficiency ([photons/sec/cm^2^/sr]/[μW/cm^2^]) quantifies EGFP signal intensity, validating successful AAV-mediated transduction. (**F**) qPCR analysis showing significant reduction in Hnf1aos1 RNA levels following rAAV8-Hnf1aos1 treatment in vivo. (**G**) RNA-seq confirmation of Hnf1aos1 knockdown efficiency. Data are presented as mean ± SD. Statistical significance was determined by two-tailed unpaired *t*-test; ** *p* < 0.01 and *** *p* < 0.001.

**Figure 2:**
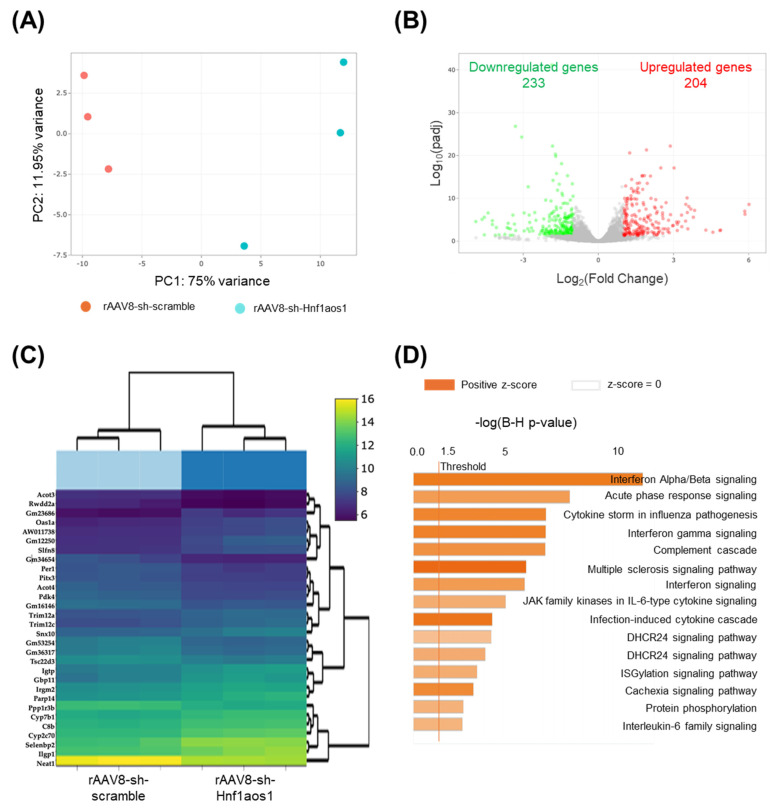
Comprehensive analysis of differential gene expression and functional enrichment following RNA-seq. (**A**) Samples were projected onto a 2D plane spanned by their first two principal components (PC) (*x*: PC1 and *y*: PC2). (**B**) Volcano plot depicting global gene expression changes. Red and green dots represent significantly upregulated (adjusted *p* < 0.05, log_2_(fold change) > 1) and downregulated (adjusted *p* < 0.05, log_2_(fold change) < −1) genes, respectively. The −log_10_(padj) refers to the negative base-10 logarithm of the adjusted *p*-value. (**C**) A hierarchical clustering heatmap of top 30 differentially expressed genes in Hnf1aos1 knockdown versus the scramble control mice. (**D**) Gene Ontology (GO) enrichment analysis shows significantly impacted signaling pathways, ranked via −log(B-H *p*-value). Orange and blue bars indicate upregulated and downregulated pathways in Hnf1aos1 knockdown mice, respectively. The orange vertical line denotes the significance threshold at −log(B-H *p*-value) = 1.3, equivalent to *p* = 0.05.

**Figure 3:**
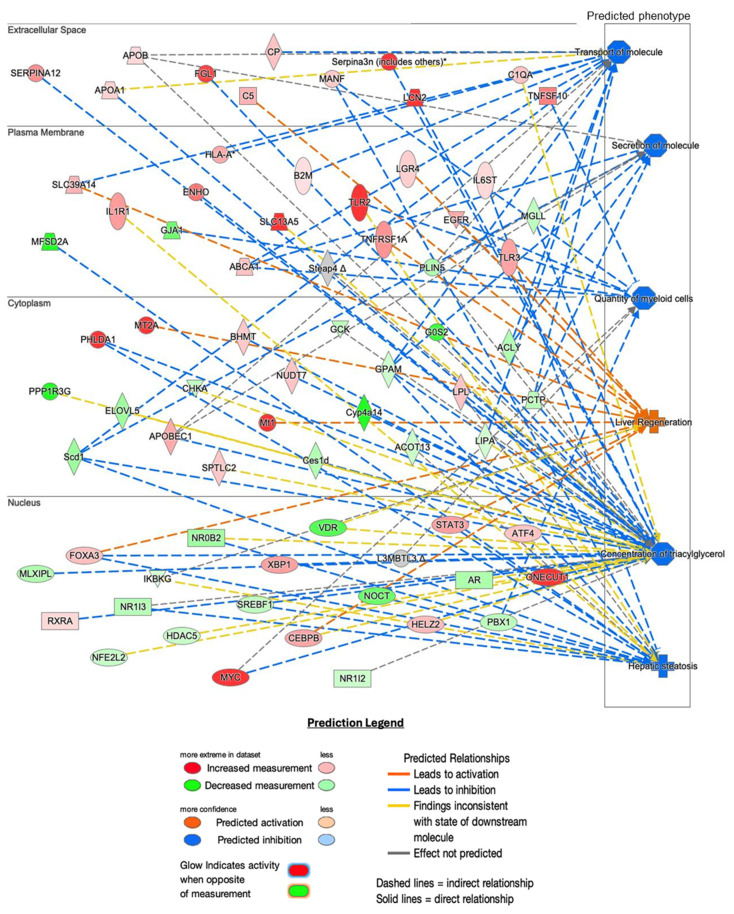
Pathway analysis of RNA-seq data. Predicted downstream physiological changes from differentially expressed genes were analyzed using Qiagen IPA software 24.0.2. The panel presents predicted diseases/changes (z-score > 1.99) and the top genes in the dataset affecting them (z-score > 1.99). * indicates other members of the Serpina family.

**Figure 4:**
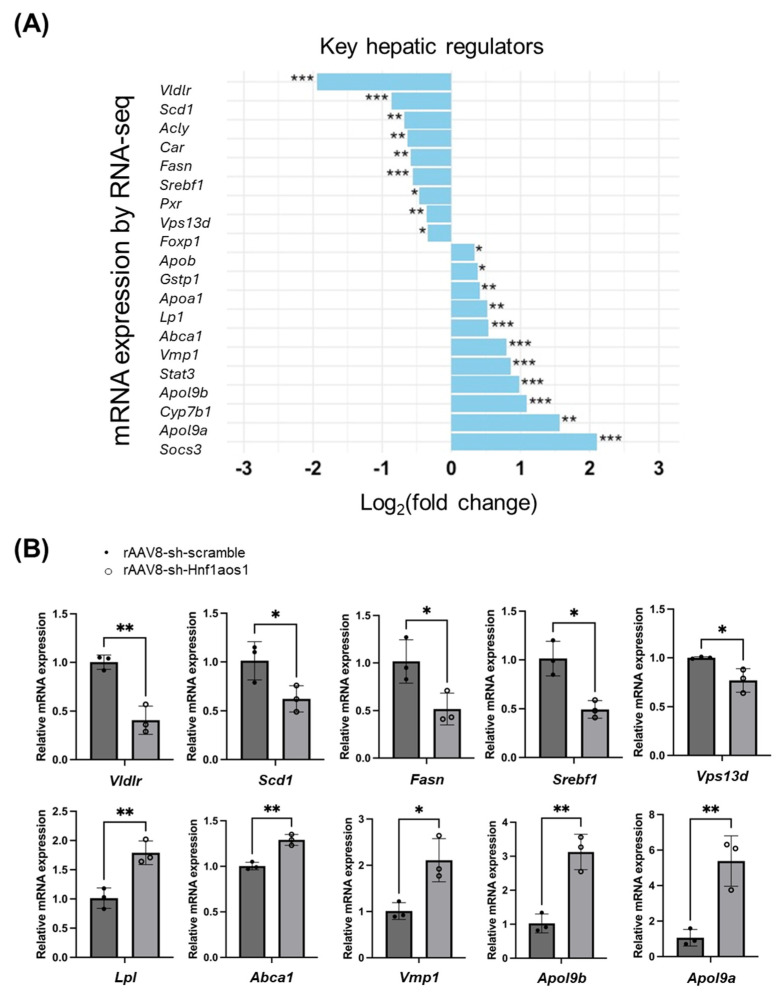
Key hepatic regulators and differential gene expression analysis. (**A**) Bar graph depicting the log_2_(fold change) in the expression of key hepatic regulatory genes following treatment with rAAV8-Hnf1aos1 compared to rAAV8-scramble, as determined by RNA-seq. Positive fold changes indicate upregulation, while negative fold changes indicate downregulation. (**B**) Confirmation of RNA-seq findings via real-time quantitative PCR (RT-qPCR). Relative mRNA expression levels of selected genes (*Fasn*, *Lpl*, *Shp-1*, *ApoI9a*, *ApoI9b*, *Abca1*, *Vmp1*, *Vps13d*, *Vldlr*, and *Srebf1*) are shown between rAAV8-Hnf1aos1 and rAAV8-scramble (*n* = 3). The data are represented as mean ± SD. Statistical significance is indicated as * *p* < 0.05, ** *p* < 0.01, or *** *p* < 0.001.

**Figure 5:**
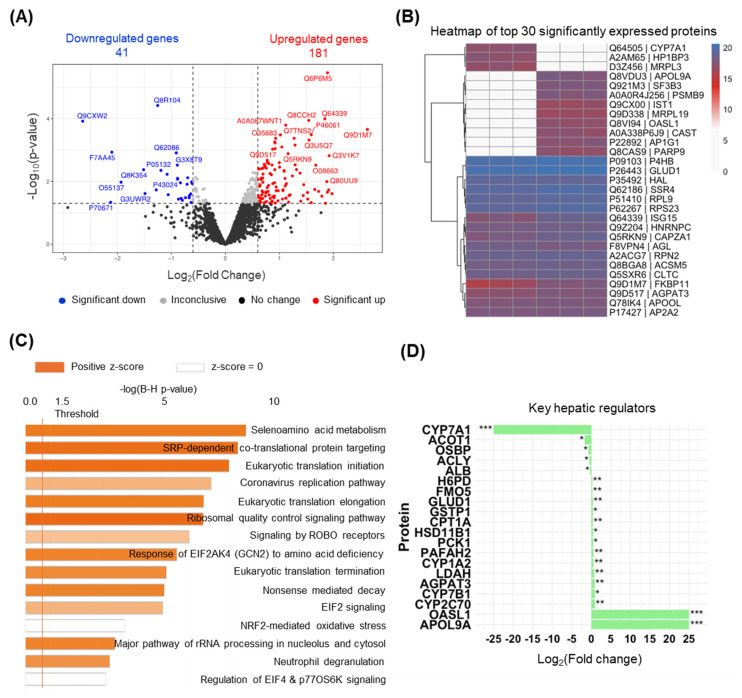
Differential protein expression and functional enrichment following proteomic analysis. (**A**) Volcano plot depicting global proteomic changes between Hnf1aos1 knockdown and scramble groups. Each point represents a protein with upregulated proteins (red dots; adjusted *p* < 0.05, log_2_ fold change > 0.6) and downregulated proteins (blue dots; adjusted *p* < 0.05, log_2_ change < −1) highlighted. (**B**) Hierarchical clustering and heatmap of top 30 differentially expressed proteins between Hnf1aos1 knockdown and scramble control mice. (**C**) Gene Ontology (GO) enrichment analysis identifies significantly impacted signaling pathways. The *y*-axis ranks pathways, while the *x*-axis shows the −log(B-H *p*-value). Orange bars indicate upregulated pathways (positive z-scores) in the Hnf1aos1 knockdown group; blue bars represent downregulated pathways (negative z-scores). The orange vertical line at 1.3 marks the significance threshold −log(B-H *p*-value) of 0.05. (**D**) Differentially expressed proteins involved in lipid metabolism, nuclear receptor signaling, and liver functions, as measured via proteomics. Statistical significance is indicated as * *p* < 0.05, ** *p* < 0.01, or *** *p* < 0.001.

**Figure 6:**
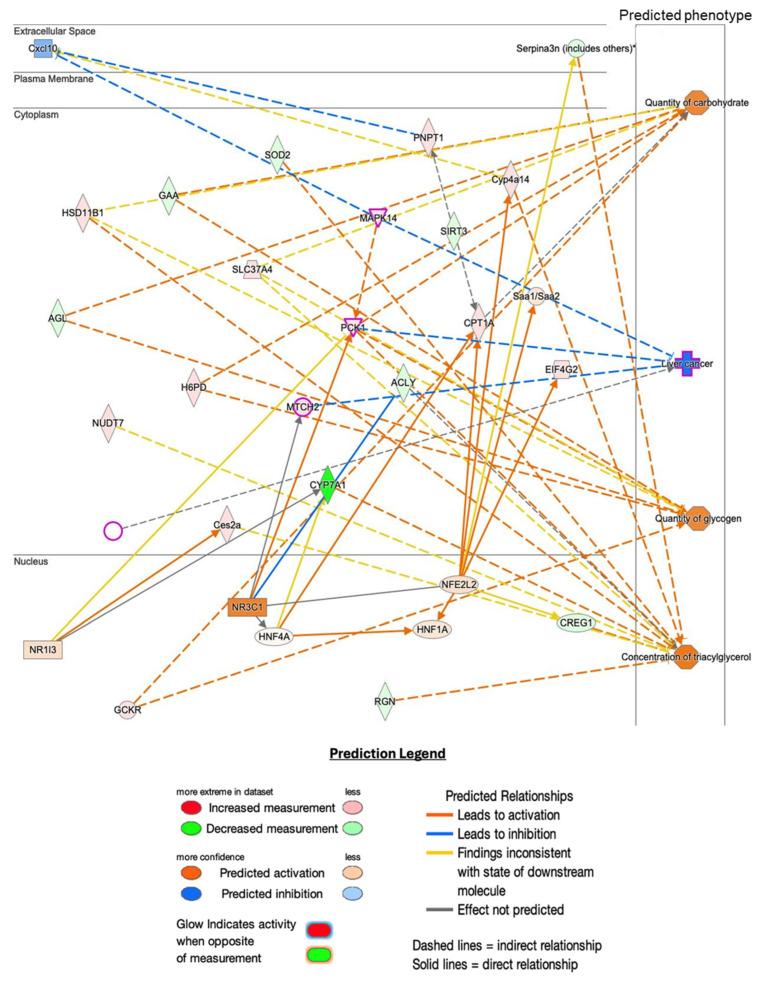
Pathway analysis of proteomics data. Predicted downstream physiological changes from differentially expressed proteins were analyzed using Qiagen IPA software 24.0.2. The panel presents predicted diseases/changes (z-score > 1.5) and the top proteins in the dataset affecting them (z-score > 1.99). * indicates other members of the Serpina family.

**Figure 7:**
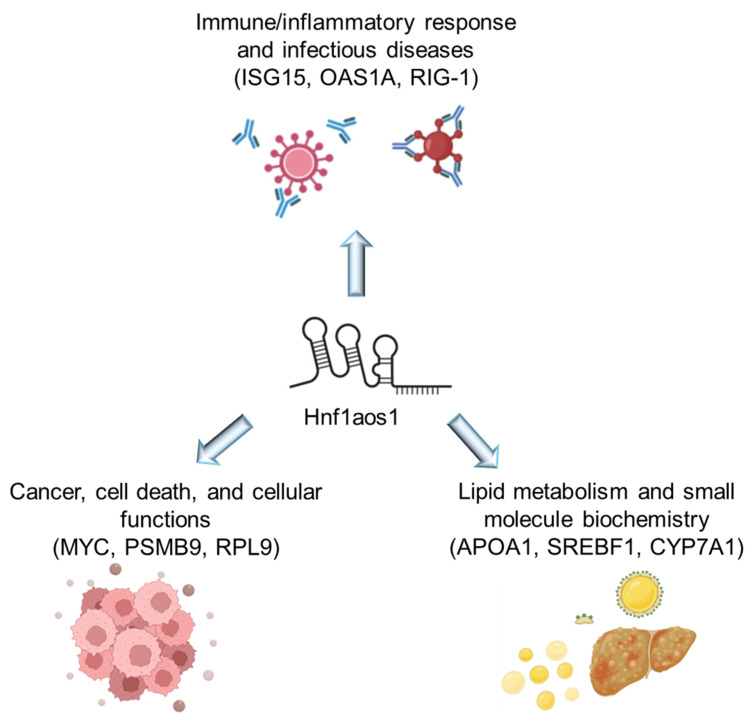
Shared networks between RNA-seq and proteomics. The shared networks identified through RNA-seq and proteomics analyses are illustrated.

**Figure 8:**
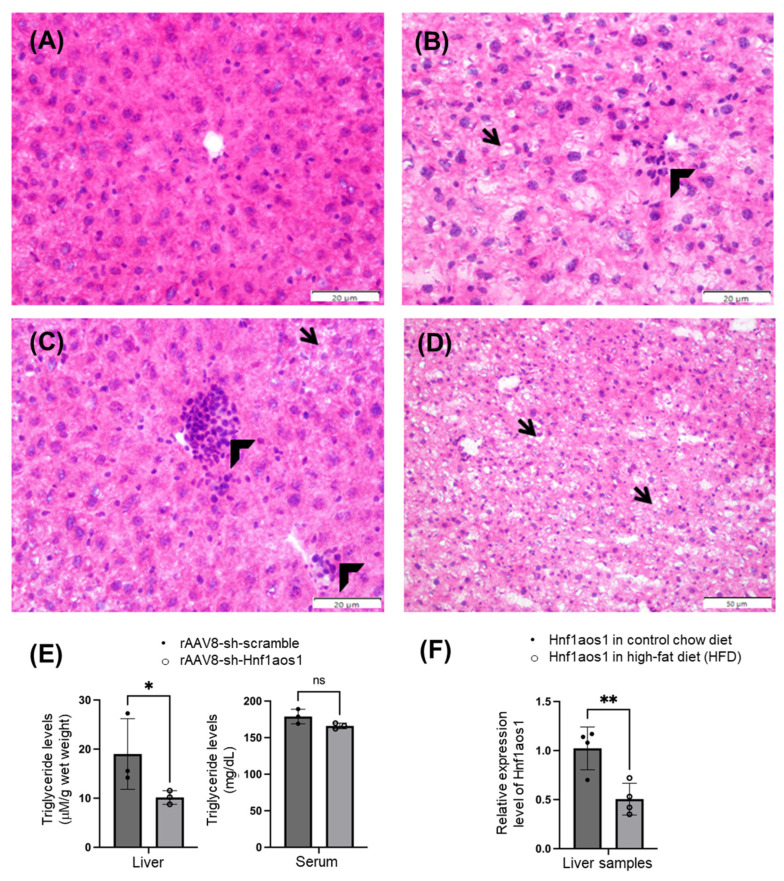
Hnf1aos1 knockdown induces hepatic pathological changes and alters lipid metabolism. (**A**) Normal liver from scramble mice, exhibiting intact hepatic architecture and well-organized cellular structures (H&E, 40×, bar = 20 μm). (**B**–**D**) Liver sections from Hnf1aos1 knockdown mice demonstrate significant pathological alterations, including disruption of hepatic cord architecture (**B**,**D**), indicative of compromised liver functions and structural integrity. Notably, hepatocellular vacuolar degeneration is observed (arrow), suggesting intracellular accumulation of lipids or other metabolites, which is characteristic of hepatocellular stress or injury. Inflammatory infiltration by mononuclear and granulocytic cells is prominent (arrowhead, (**B**,**C**)), indicating an ongoing inflammatory response within the liver. ((**B**,**C**): H&E, 40×, bar = 20 μm; (**D**): H&E, 20×, bar = 50 μm). (**E**) This bar graph displays the triglyceride levels measured via absorbance units (AUs) in both the liver and serum in the two groups: rAAV8-sh-scramble and rAAV8-sh-Hnf1aos1. (**F**) This bar graph shows the relative RNA expression of Hnf1aos1 in control chow diet and high-fat diet (HFD) conditions. Data are presented as mean ± SD. Statistical significance was determined by two-tailed unpaired *t*-test (**E**) and one-tailed unpaired *t*-test (**F**); * *p* < 0.05 and ** *p* < 0.01.

**Table 1:** Primers used for reverse transcription and PCR in the study.

Gene	Forward Primer (5′→3′)	Reverse Primer (5′→3′)
*Hnf1aos1*	GACTGTCCCCAAACTCCTCA	TTCCCTGAGATTATCGCCCG
*Fasn*	CACAGTGCTCAAAGGACATGCC	CACCAGGTGTAGTGCCTTCCTC
*Lpl*	GCGTAGCAGGAAGTCTGACCAA	AGCGTCATCAGGAGAAAGGCG
*Shp-1*	TGGTTTCACCGGGACCTCAGC	AGTAAGGCTGCCGCAGGTAGA
*Apol9a*	GTGGATAGGATTGCCAGCAAG	AGAGGGGTTCCTTTCAGACTG
*Apol9b*	GTAGCTAGGATTGTCAACAAGA	CAGAGGGGTTCCTTCCAGCC
*Abca1*	GGAGCCTTTGTGGAACTCTTCC	CGCTCTCTTCAGCCACTTTGAG
*Vmp1*	GTTGGTCTTGGAACAGGACTGC	ATCTGGTCAGGATAGGGTGGCT
*Vps13d*	AAAGTGACCCTCCAGATTCCT	CGCTTTCTTACGCTCCCTCT
*Vldlr*	ACGGCAGCGATGAGGTCAACTG	CAGAGCCATCAACACAGTCTCG
*Srebf1*	CGACTACATCCGCTTCTTGCAG	CCTCCATAGACACATCTGTGCC

## Data Availability

All raw data and processed data are stored on the OneDrive of Zhong laboratory at the University of Connecticut. The data are available to the public. The individual repository accession numbers are listed below. When published, all raw data and processed data were deposited to a NIGMS dedicated repository followed by the NIGMS Data Management and Sharing Plan policy. (1). RNA-seq data have been uploaded to NCBI GEO, GSE284652. (2). The Proteomics Data has been uploaded to the ProteomeXchange Consortium Via the PRIDE partner repository, PXD063297. The data can be accessed by logging into PRIDE with the following account details: Username: , and Password: GwEyeiF3eDJK. (3). RT-qPCR data have been uploaded to Mendeley Data, DOI: 10.17632/svs5p2s3wj.1. (4). Histology files have been uploaded to Mendeley Data, DOI: 10.17632/cr3hj2w6th.1. (5). Absorbance files have been uploaded to Mendeley Data, DOI: 10.17632/rxw5sv52dw.1.

## Supplementary Materials

The following supporting information can be downloaded at: https://www.mdpi.com/article/10.3390/ncrna11040052/s1. Figure S1: Differential gene expression analysis of OAS genes. This bar plot illustrates the log_2_ fold change in expression levels of eight OAS genes. Each bar represents the magnitude of gene expression changes, with the log_2_ fold change values displayed inside the bars. The significance of differential expression is indicated by stars positioned outside the bars: *** *p* < 0.001, ** *p* < 0.01, and * *p* < 0.05.

## Abbreviations

Abca1, ATP-binding cassette transporter A1; Abcd2 (ALDR), Adrenoleukodystrophy protein; Acly, ATP Citrate Lyase; ACOT1, Acyl-CoA Thioesterase 1; Agpat, 1-Acyl-sn-Glycerol-3-Phosphate Acyltransferase; ALDR (Abcd2), Adrenoleukodystrophy protein; AMEM, Alpha Modification of Eagle’s Medium; Apoa1, Apolipoprotein A1; Apoa2, Apolipoprotein A2; APOB, Apolipoprotein B; Apol9a, Apolipoprotein L9a; Apol9b, Apolipoprotein L9b; APOOL, Apolipoprotein L; ATCC, American Type Culture Collection; C4b, Complement component 4b; C4bp, Complement component 4b binding protein; CAR (NR1I3), Constitutive Androstane Receptor (Nuclear Receptor Subfamily 1 Group I Member 3); CAG, Cytomegalovirus early enhancer/chicken β-actin (CBA) promoter with rabbit β-globin splice acceptor; cDNA, Complementary DNA; Ces2a, Carboxylesterase 2A; Ces2b, Carboxylesterase 2B; Ces4a, Carboxylesterase 4A; CTSB, Cathepsin B; CTSD, Cathepsin D; CTSL, Cathepsin L; CTSS, Cathepsin S; Cyp21a1, Cytochrome P450 Family 21 Subfamily A Member 1; Cyp2a12, Cytochrome P450 Family 2 Subfamily A Member 12; Cyp2c70, Cytochrome P450 Family 2 Subfamily C Member 70; Cyp4a10, Cytochrome P450 Family 4 Subfamily A Member 10; Cyp4a12a, Cytochrome P450 Family 4 Subfamily A Member 12A; Cyp4a14, Cytochrome P450 Family 4 Subfamily A Member 14; Cyp4a31, Cytochrome P450 Family 4 Subfamily A Member 31; CYP7A1, Cytochrome P450 Family 7 Subfamily A Member 1; Cyp7a1, Cytochrome P450 Family 7 Subfamily A Member 1; CYP7B1, Cytochrome P450 Family 7 Subfamily B Member 1; Cyp7b1, Cytochrome P450 Family 7 Subfamily B Member 1; DANCR/ANCR, Differentiation-Antagonizing Non-Protein Coding RNA; DAVID, Database for Annotation, Visualization and Integrated Discovery; DILC, Downregulated in Liver Cancer; DNAJC, DnaJ Heat Shock Protein Family C Member; Dnaja1, DnaJ Heat Shock Protein Family A Member 1; Dnaja10, DnaJ Heat Shock Protein Family A Member 10; Dnajc12, DnaJ Heat Shock Protein Family C Member 12; Dnail, DnaJ Heat Shock Protein Family A Member 1; DTT, Dithiothreitol; EEF, Eukaryotic Elongation Factor; Eef1a2, Eukaryotic Elongation Factor 1 Alpha 2; Eef1b2, Eukaryotic Elongation Factor 1 Beta 2; Eef1g, Eukaryotic Elongation Factor 1 Gamma; Eef2, Eukaryotic Elongation Factor 2; EIF, Eukaryotic Initiation Factor; Eif4a1, Eukaryotic Initiation Factor 4A1; Eif4e3, Eukaryotic Initiation Factor 4E3; Eif4h, Eukaryotic Initiation Factor 4H; Eif5a, Eukaryotic Initiation Factor 5A; Eps812, EPS8 Like 2; ER, Endoplasmic Reticulum; EZH2, Enhancer of zeste homolog 2; Fasn, Fatty Acid Synthase; FBS, fetal bovine serum; FDR, False Discovery Rate; FENDRR, Functional Expression of Non-coding RNA in Development and Reproduction; Foxp1, Forkhead Box P1; G3BP2, Ras GTPase-Activating Protein Binding Protein 2; GAPDH, glyceraldehyde-3-phosphate dehydrogenase; GAS5, Growth Arrest Specific 5; GO, Gene Ontology; GPR146, G protein-coupled receptor 146; Gstm1, Glutathione S-Transferase Mu 1; Gstm3, Glutathione S-Transferase Mu 3; Gstm5, Glutathione S-Transferase Mu 5; Gstm6, Glutathione S-Transferase Mu 6; GSTP1, Glutathione S-Transferase Pi 1; H&E, Hematoxylin and eosin; H19, Imprinted Maternally Expressed Transcript; HAP1, Huntingtin Associated Protein 1; HCC, Hepatocellular Carcinoma; HCD, Higher-energy Collisional Dissociation; HEIH, High Expression In HCC; HFD, high-fat diet; HNF1A, Hepatocyte Nuclear Factor 1α; HNF1A-AS1, HNF1A antisense RNA 1; Hnf1aos1, Hnf1a opposite RNA 1; HOTAIR, HOX transcript antisense intergenic RNA; HOTTIP, HOXA transcript at the distal tip; HP, Haptoglobin; HPX, Hemopexin; HSPA5, Heat Shock 70kDa Protein 5; HULC, Highly Upregulated in Liver Cancer; IACUC, Institutional Animal Care and Use Committee; IFIH1 (MDA5), Interferon Induced With Helicase C Domain 1; IPA, Ingenuity Pathway Analysis; IRF2BP2, Interferon Regulatory Factor 2 Binding Protein 2; Isg15, Interferon-Stimulated Gene 15; IVIS, In Vivo Imaging System; KEGG, Kyoto Encyclopedia of Genes and Genomes; LMFL, Lipase Maturation Factor 1; lncRNA, Long non-coding RNA; Lpl, Lipoprotein Lipase; LYPLAL1, Lysophospholipase Like 1; MALAT1, Metastasis Associated Lung Adenocarcinoma Transcript 1; MEG3, Maternally Expressed Gene 3; MASLD, Metabolic dysfunction-Associated Steatotic Liver Disease; miRNAs, MicroRNAs; Mocos, Molybdenum Cofactor Sulfurase; MS, Mass Spectrometry; MALFD, Non-Alcoholic Fatty Liver Disease; MASH, Non-Alcoholic Steatohepatitis; NEAT1, Nuclear Enriched Abundant Transcript 1; NIH, National Institutes of Health; NR1I2 (PXR), Nuclear Receptor Subfamily 1 Group I Member 2 (Pregnane X Receptor); NR1I3 (CAR), Nuclear Receptor Subfamily 1 Group I Member 3 (Constitutive Androstane Receptor); NRPI, Neuropilin 1; Oas1a, 2′-5′-Oligoadenylate Synthetase 1A; Oas1c, 2′-5′-Oligoadenylate Synthetase 1C; Oas1g, 2′-5′-Oligoadenylate Synthetase 1G; Oas1l, 2′-5′-Oligoadenylate Synthetase 1L; Oas1b, 2′-5′-Oligoadenylate Synthetase 1B; Oas2, 2′-5′-Oligoadenylate Synthetase 2; Oas3, 2′-5′-Oligoadenylate Synthetase 3; Oasll, 2′-5′-Oligoadenylate Synthetase Like 1; Oasl2, 2′-5′-Oligoadenylate Synthetase Like 2; OCT, Optimal Cutting Temperature; OSBP, Oxysterol Binding Protein; PARP14, Poly(ADP-Ribose) Polymerase 14; Pdia3, Protein Disulfide Isomerase family A member 3; Pdia4, Protein Disulfide Isomerase family A member 4; Pdia6, Protein Disulfide Isomerase family A member 6; PRC2, Polycomb Repressive Complex 2; Prkaca, Protein Kinase cAMP-Activated Catalytic Alpha; PSMB/D, Proteasome Subunit Beta/Delta; Psmd14, Proteasome 26S Subunit Non-ATPase 14; Psmd2, Proteasome 26S Subunit Non-ATPase 2; Psmd8, Proteasome 26S Subunit Non-ATPase 8; PTPN6 (Shp-1), Protein Tyrosine Phosphatase Non-Receptor Type 6; PXR (NR1I2), Pregnane X Receptor (Nuclear Receptor Subfamily 1 Group I Member 2); qPCR, Quantitative PCR; rAAV, Recombinant Adeno-Associated Viruses; RF, Radio Frequency; RIGI (Rigi), Retinoic acid-inducible gene I; RIN, RNA Integrity Number; RNF, Ring Finger Protein; RNF125, Ring Finger Protein 125; RNF213, Ring Finger Protein 213; RP, Ribosomal Protein; Rp19, Ribosomal Protein S19; Rps9, Ribosomal Protein S9; Rpsa, Ribosomal Protein SA; RT-qPCR, Real-Time Quantitative PCR; Scd1, Stearoyl-CoA Desaturase 1; SF3B, Splicing Factor 3B; Sf3b2, Splicing Factor 3B Subunit 2; Sf3b3, Splicing Factor 3B Subunit 3; Sf3b4, Splicing Factor 3B Subunit 4; shRNA, short hairpin RNA; Shp-1 (PTPN6), SH2 domain-containing protein tyrosine phosphatase-1; siRNA, Small interfering RNA; Slc10a, Solute Carrier Family 10 Member A; Slc13a2, Solute Carrier Family 13 Member 2; Slc13a5, Solute Carrier Family 13 Member 5; Slc15a4, Solute Carrier Family 15 Member 4; Slc22a3, Solute Carrier Family 22 Member 3; Slc25a1, Solute Carrier Family 25 Member 1; Slc25a21, Solute Carrier Family 25 Member 21; Slc25a45, Solute Carrier Family 25 Member 45; Slc30a4, Solute Carrier Family 30 Member 4; Slc30a5, Solute Carrier Family 30 Member 5; Slc33al, Solute Carrier Family 33 Member 1; Slc36a4, Solute Carrier Family 36 Member 4; Slc37a4, Solute Carrier Family 37 Member 4; Slc39a14, Solute Carrier Family 39 Member 14; Slc39a4, Solute Carrier Family 39 Member 4; Slc39a7, Solute Carrier Family 39 Member 7; Socs3, Suppressor Of Cytokine Signaling 3; SREBF1, Sterol Regulatory Element-Binding Transcription Factor 1; Srprb, Signal Recognition Particle Receptor Subunit B; STAT3, Signal Transducer and Activator of Transcription 3; TEAB, Triethylammonium bicarbonate; TG, Triglyceride; TLR2, Toll-Like Receptor 2; TNFRSF1A, TNF Receptor Superfamily Member 1A; Trim25, Tripartite motif-containing protein 25; Ugt1a2, UDP Glucuronosyltransferase Family 1 Member A2; Ugt2b1, UDP Glucuronosyltransferase Family 2 Member B1; Ugt2b35, UDP Glucuronosyltransferase Family 2 Member B35; Ugt2b37, UDP Glucuronosyltransferase Family 2 Member B37; Ugt2b38, UDP Glucuronosyltransferase Family 2 Member B38; UPLC, Ultra Performance Liquid Chromatography; USOL, Unconventional SNARE in the ER Localization 1; Vldlr, Very Low-Density Lipoprotein Receptor; VMP1, Vacuole Membrane Protein 1; and VPS13D, Vacuolar Protein Sorting 13 Homolog D.

# Supplementary material for: Unraveling the Regulatory Impact of LncRNA Hnf1aos1 on Hepatic Homeostasis in Mice
**Source:** Noncoding RNA. 2025 Jul 4;11(4):52. doi: 10.3390/ncrna11040052
**Supplement:** Supplementary file 1

# Unraveling the Regulatory Impact of LncRNA HNF1AOS1 on Hepatic Homeostasis in Mice

Beshoy Armanios<sup>1</sup>, Jing Jin<sup>1</sup>, Holly Kolmel<sup>1</sup>, Ankit P. Laddha<sup>1</sup>, Neha Mishra<sup>2</sup>, Jose E. Manautou<sup>1</sup>, and Xiao-bo Zhong<sup>1</sup>

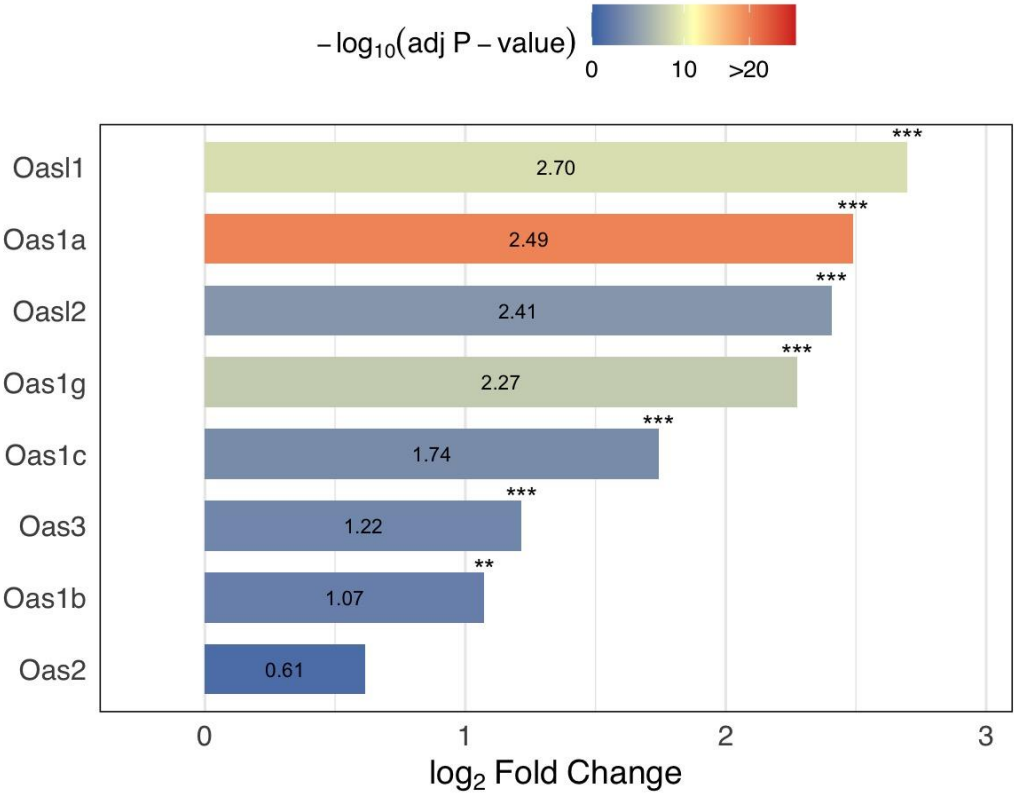

Supplementary Figure: Differential Gene Expression Analysis of OAS Genes

This bar plot illustrates the log<sub>2</sub> fold change in expression levels of eight OAS genes. 

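The values of Supplemental Figure S1 are log2 fold changes of the 8 Oas genes between the rAAV8-sh-Hnf1aos1 and rAAV8-sh-scramble groups, so that a bar of length 1 stands for a level 2 times as high. The legend describes no error bars. Stars mark classes of p-values, and the legend does not say whether these p-values were adjusted for the number of genes tested.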

Each bar represents the magnitude of gene expression changes, with the log<sub>2</sub> fold change values displayed inside the bars. The significance of differential expression is indicated by stars positioned outside the bars: \*\*\*p < 0.001, \*\*p < 0.01, \*p < 0.05.

How the deposited data were processed for this re-analysis (not part of the article)

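RNA-seq of mouse liver was analysed from 6 libraries, 3 of the rAAV8-sh-scramble group and 3 of the rAAV8-sh-Hnf1aos1 group, each from 1 mouse; every sample could be assigned to its group from the sample labels and the paper. Experiments other than RNA-seq are not analysed here. The authors removed adapters and low-quality bases with Trimmomatic, aligned the reads to GRCm38 with STAR and counted uniquely mapped exonic reads per gene with featureCounts, which gave the deposited raw counts, whole numbers without normalization for 40895 features. The authors also deposited TPM values over the same features, whose computation the paper's text does not describe. Their normalized counts are a signal that the authors obtained by scaling the raw counts of each library with 1 factor, deposited for the 16189 features with an average above 10 counts. The table of the authors' comparison holds log2 fold changes and p-values with adjusted p-values from the authors' DESeq2, with spike-ins among the features. The reads are not analysed here, so the alignment, the strand setting and the annotation were not varied and biases of those steps remain in the counts: uniquely mapped reads understate genes with near-identical copies, and reads of overlapping genes on opposite strands could be assigned to either if strands were not separated.

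All tests started from the raw counts. The 92 ERCC spike-in rows, 1.46% of the counts in the scramble and 1.21% in the knockdown group, were left out of library sizes and tests, and 40803 genes remained. No column of the tables was left unassigned. In R 4.3.3 with edgeR 4.0.16, libraries were scaled by TMM, genes were filtered by filterByExpr with its default settings, and the groups were compared with robust quasi-likelihood fits (glmQLFit and glmQLFTest) with the group as the only term and Benjamini-Hochberg adjustment. Calls used an adjusted p under 0.05, with a log2 fold change limit of 1 for the genes past the threshold. Exact permutation tests were two-sided on log2 values and cannot give less than 0.1 with 3 against 3. Lists of genes were tested with camera and fry from limma 3.58.1, with edgeR's log2 CPM at a prior count of 2. The principal component analysis used DESeq2 1.42.0, and figures were drawn with matplotlib 3.10.9. Gene totals of 14704746 to 19462398 per library put most of the uncertainty of well-expressed genes on the differences between mice, while for a group with no library above 3 counts a fold change has no fixed size.

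The genes named with statistics were set by a rule fixed before the data were examined: every gene that the paper's text or Figures 2C, 3, 4A and S1 name for the RNA-seq data, Hnf1aos1, the members of 20 gene lists written beforehand, and in each direction the 5 genes with the largest log2 fold change among those past the threshold with an average of at least 1 on edgeR's log2 CPM scale and no overlap between the groups. Genes named outside this rule are marked as chosen later, and 1 further gene of the rule is not reported here. The alternatives fixed before the data were examined were DESeq2, DESeq2's size factors in edgeR, library totals alone, no filter on low counts, a minimum mean of 50 counts, the replicate number as a block, limma's voom, the fold change limits of glmTreat and 0.58, other transformations for the principal components, fry and an estimated correlation for the gene lists, the authors' normalized and TPM values for Hnf1aos1 (with 0.1 added to TPM before taking log2), and each library left out in turn. Spike-ins kept among the genes, library sizes from the spike-ins, and offsets for gene length and GC content (with and without the block) were added after seeing the data. Ranges over the alternatives for single genes leave out the 2 fits with the block.

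Pairs of libraries of the same group differed by 7.73 to 31.9 per gene in a chi-square comparison of their counts, where sampling noise alone gives about 1, so no pair of libraries differed by as little as repeat reads of the same library would. The scripts were tested on 5 simulated data sets with 200 of 16327 genes changed by 2 on the log2 scale. edgeR called 92.3% of the changed genes, and 9.91% of its calls were unchanged genes (7 to 13.2%), above the 5% aimed for; DESeq2 called 91.9% with 14.4% unchanged, and limma's voom 92.2% with 9.47%. No changed gene was called with the wrong sign, and with no gene changed 0 to 3 genes were called by edgeR and 4 to 10 by DESeq2. Of 20 simulated lists, camera called the 1 that was changed and 0 of the other 19. The simulated genes varied independently of each other, so this does not test camera's calls on lists of correlated genes.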

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

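The tests of depth, abundant genes, length and GC content, immune cells and hairpin seeds were set before their results were seen, although the length and GC offsets are a setting added once the data had been seen. The genes with the largest log2 fold changes among those higher past the threshold are not named by the paper: Ifit3b (3.69, standard error 0.639, adjusted p = 0.0485 from edgeR's test), Cish (3.61, 0.602 and 0.0416), Ifit1 (3.55, 0.509 and 0.0331), Gm38603 (3.54, 0.682 and 0.0311) and Ifit3 (3.49, 0.546 and 0.0396), each from the same test. They stand out as a signal in genes that the paper does not discuss, above the level of the scramble libraries in 3 of 3 knockdown libraries. Ifit1 had 532, 247 and 299 normalized counts in scramble replicates 1, 2 and 3 and 5306, 5034 and 2307 in knockdown replicates 1, 2 and 3, and Cish had 48.2, 41.7 and 37.4 and 254, 429 and 880.4. Ifit1, Ifit3 and Ifit3b lie within chromosome 19 from 34583531 to 34650009 and are induced by interferon; Cish (chromosome 9) is a feedback inhibitor of cytokine signaling, and Gm38603 is a predicted gene with a mean of 7.09 counts in the scramble group, so its fold change has the least depth behind it.

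None of the 5 kept its call in more than 2 of the 6 fits that left out 1 library, and all 5 were called without knockdown replicate 3. Without scramble replicate 3 none was called, at adjusted p values of up to 0.196 for Ifit3b in edgeR's test, while the log2 fold changes stayed above 2.87 in all of these fits. Under limma's voom only Ifit1 of the 5 was called; over the alternatives the adjusted p ranged from 3.15e-08 to 0.109 for Ifit3b and from 7.91e-11 to 0.035 for Ifit1.

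Several technical explanations for the genes called between the groups were tested. After every library was thinned to the smallest total, 913 of the 1032 called genes remained called, which argues against the greater depth of the knockdown libraries. With the 20 most abundant genes removed (25.2 to 26.4% of the counts), 1014 genes were called. With offsets that removed each library's trend on gene length and GC content, 873 of the called genes remained called; 89.1% of the genes tested had values for this. A rise in immune cells would raise the lists of immune markers. The macrophage list was called higher, with the largest of the 4 medians (0.46), and the T cell list (0.18, 8 of 15 genes tested; 0.59 and called without scramble replicate 3) and the B cell list (0.024) were not. Of the neutrophil markers 1 of 10 genes had enough counts, at 0.44, while without a filter on low counts this list had a median of 1.80 and was called (adjusted p = 0.000722 from limma's camera). In these counts, more immune cells in the knockdown livers cannot be told apart from a response of the liver's own cells. Most neutrophil genes have too few counts, and the liver's own macrophages express the macrophage markers. The paper describes mononuclear cells and granulocytes infiltrating stained sections of knockdown livers, which is evidence for more immune cells from outside the RNA. If the seed of the Hnf1aos1 hairpin's guide strand silenced other genes, those with a seed match in the 3′ UTR would fall, but 29 of 42 arrangements of the same bases gave a shift as low; for release from the scramble guide, 6 of 42 gave a shift as high. Reads shared between Ifit3 and Ifit3b, an immune reaction to this hairpin or to its virus, and an effect of lower Hnf1aos1 were not tested, and 1 hairpin does not separate the last from the others. An interferon response in the knockdown livers is a candidate explanation for Ifit1, Ifit3 and Ifit3b; it was found on the same data and remains a hypothesis.

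Of the 10 ways of dividing the 6 libraries into 3 and 3, the real one included, 1 gave as many called genes, 1 as many genes higher and 1 as many lower past the threshold, namely the real one. The other 9 called 0 genes, with 156 to 970 genes at an unadjusted p under 0.05. For the heatmap, network, hepatic regulator and Oas lists, 1 of the 10 likewise gave as many called genes. These are not further tests, because divisions with 0 called genes must give 0 in each list. The authors also chose the lists on the real division. Under camera 2 of the 10 gave as many gene lists, with 3 to 10 called in each of the other 9. Those 9 mix the groups unevenly, so part of a group difference remains in them. With 10 divisions no share under 0.1 is possible, so chance cannot be excluded by this count alone.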

How the results depend on the processing

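Spike-ins kept or used as library sizes, and offsets for gene length and GC content, were chosen after seeing the data; the other settings were fixed beforehand. Unless stated, the cause of a change was not tested. Hnf1aos1 was lower in every setting and became called under DESeq2 (−0.74), without a filter on low counts (−0.74) and under limma's voom (−0.77), at adjusted p values of 0.00341, 0.00564 and 0.0491 from those tests. It was −0.85 on the log2(TPM + 0.1) scale.

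Past the threshold, where TMM and the filter gave 128 higher and 224 lower, DESeq2 gave 209 higher and 242 lower (46.3% higher against 36.4%), no filter on low counts 157 higher and 382 lower, a minimum mean of 50 counts 102 higher and 112 lower (47.7% higher, with fewer genes tested) and library sizes from the spike-ins 345 higher and 195 lower (63.9% higher), where the median of all genes moved by 0.20. The last follows from the alternative's own construction, which moves all genes up together. glmTreat gave 0 and 4 (140 and 199 at an unadjusted p under 0.05), and a limit of 0.58 gave 290 and 388, both by construction of the limit. Without the fold change limit, 1902 genes were called without a filter and 3394 with spike-in sizes. The counts of called genes in the paper's lists rose to 66 for the network and 19 for the hepatic regulators under DESeq2. PC1 held 71.6% on log2 CPM and 57.6% over all filtered genes. Camera with an estimated correlation and fry each called 0 gene lists, with 0 and 7 lists at an unadjusted p under 0.05.

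Across the 6 fits that each left out 1 library, Hnf1aos1 ranged from −1.01 to −0.60 (called only without knockdown replicate 3), genes higher from 22 to 283, lower from 45 to 327, called from 103 to 1881, network genes from 4 to 49, hepatic regulators from 1 to 14, Oas genes from 0 to 7 and PC1 from 73.4 to 83.7%; all but Hnf1aos1 and PC1 were lowest without scramble replicate 3, and all but Hnf1aos1 highest without knockdown replicate 3, where Hnf1aos1 was lowest. Fewer samples lower the power of each of these fits; the cause of the rise without knockdown replicate 3 was not tested. Medians of lists and log2 fold changes of genes that changed sign in these fits ranged as follows: bile acid synthesis −0.013 to 0.11, drug metabolism −0.17 to 0.00086, proliferation −0.091 to 0.20, T cell −0.17 to 0.59, B cell −0.12 to 0.28 and cholangiocyte markers −0.46 to 0.37, Cyp7a1 −0.21 to 0.57, Apoe −0.10 to 0.094, Ptpn6 −0.0071 to 0.13, Sppl3 −0.034 to 0.014 and Hnf4a −0.20 to 0.023.

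With library sizes from the spike-ins, values that were below 0 moved above it, by about the 0.20 by which the median of all genes moved: drug metabolism 0.084, glucocorticoid response 0.043, evening clock genes 0.018, morning clock genes 0.034, endothelial markers 0.15, Apoe 0.18, Sppl3 0.20, Hnf4a 0.12, Ezh2 0.049 and Malat1 0.14. With length and GC offsets, bile acid synthesis turned to −0.011 and Apoe to 0.014. Library totals alone turned bile acid synthesis to −0.024, B cell markers to −0.044 and Ptpn6 to −0.0095; a minimum mean of 50 counts turned B cell markers to −0.11. The cholangiocyte markers turned to −0.077 without a filter and −0.22 under voom. Apart from the glucocorticoid and evening clock lists, none of these was called with TMM and the filter.

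The replicate number was also fitted as a block. The deviations of same-numbered libraries from their group means correlated at −0.023, 0.023 and 0.0032, which gives no sign that the numbers pair the mice. A weak shared effect is not excluded, and neither the labels nor the paper say what a number marks. With the block, Hnf1aos1 was −0.77 and called (adjusted p = 0.0138 in edgeR), 134 higher and 197 lower were past the threshold, cholangiocyte markers turned to −0.049, and stellate and fibrosis markers lost their call (−0.24, adjusted p = 0.0774 from camera; 0.0597 with the block and offsets). With the block and length and GC offsets together, Hnf1aos1 was −0.78 and called (0.0092), 121 higher and 198 lower, bile acid synthesis was −0.012, Apoe 0.0083 and cholangiocyte markers −0.075.

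The settings were also compared over 155 single genes, which are not all of the genes named by the rule. Of these, DESeq2 newly called 41 and lost 1, voom lost 14, and no filter gained 21 and lost 13. Spike-in sizes gained 32, lost 7 and turned 5, library totals gained 6 and lost 7, and offsets gained 3 and lost 8. The block gained 9 and lost 9, and a minimum mean gained 5 and lost 3 (of 148). DESeq2's size factors lost 2, and keeping the spike-ins changed 0. Of the 20 gene lists, library totals removed the calls of the stellate and glucocorticoid lists, and no filter that of the stellate list while the neutrophil list became called. Low counts limit the neutrophil list, of which 1 of 10 genes could be tested.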

Differences from the paper's values

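The paper states 233 genes higher past the threshold; edgeR's test gave 128. Of the alternatives set before the data were examined, DESeq2 (209), no filter on low counts (157), a limit of 0.58 (290) and leaving out knockdown replicate 3 (283) came within 1.5 times the paper's count, and DESeq2's size factors (127), library totals (110), a minimum mean of 50 counts (102), the replicate block (134), limma's voom (104), glmTreat (0) and the fits without any of the other libraries (22 to 112) did not. Of the settings added after seeing the data, spike-in library sizes (345) came within 1.5 times of it, while keeping the spike-ins (130), offsets (128) and block with offsets (121) did not. For the lower genes, the paper's 204 and the 224 found here lie within 1.5 times of each other. In the authors' deposited table the totals are the reverse of the text, with 204 genes higher and 233 lower past the same threshold. Single genes keep the text's direction there, such as Oas1a (2.49) and Vldlr (−1.95). The comparisons above use the text's totals. Against 204 higher genes, the 128 found here lies nearer and the 345 with spike-in library sizes further off. Set against that table, 123 of the genes found higher here and 186 of those found lower are past the threshold there too.

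Statements on several genes differ, and those on Foxp1 and Abca1 differ in direction. The paper's abstract describes ABCA1 as downregulated, without naming RNA or protein, and its discussion as upregulated. Abca1 was higher and called here, at a log2 fold change of 0.54. The discussion also counts upregulated Shp-1 among RNA-seq changes borne out by RT-qPCR. Its gene Ptpn6 had a log2 fold change of 0.06 in the authors' comparison (adjusted p = 0.903 from DESeq2). The paper describes FOXP1 as raised, whereas Foxp1 was lower here, at a log2 fold change of −0.34, the direction of about −0.35 in Figure 4A, read by eye. APOE is described as raised on the basis of transcriptomic and proteomic data together. In the RNA-seq counts Apoe had a log2 fold change of −0.017, whose sign changed between settings, and no setting called it. CYP7A1 and CYP1A2 are named as dysregulated in a part on genes and proteins together, and the paper's fall of CYP7A1 is a protein result. At the RNA level, Cyp7a1 (0.29) and Cyp1a2 (0.11) were called in no setting. Proteins are not analysed here, so these values do not bear on the protein statements. The knockdown of Hnf1aos1 was in the direction that the paper gives and was called under DESeq2, no filter on low counts, limma's voom, the replicate block (with and without offsets) and without knockdown replicate 3.

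Calls differ for 39 genes drawn in Figures 2C, 3, 4A and S1, of which 38 had an unadjusted p under 0.05. Of the 39, DESeq2 called 37, all but Egfr and Vdr, no filter on low counts 14, the replicate block 6, library totals 4, a minimum mean of 50 counts 4, and DESeq2's size factors and voom 0; the fits without scramble replicates 1, 2 and 3 called 7, 3 and 0, and those without knockdown replicates 1, 2 and 3 called 8, 0 and 18. Settings chosen after seeing the values called 20 (spike-in library sizes), 3 (offsets), 7 (block with offsets) and 0 (spike-ins kept). By name, Acly, Apoa1, Fasn, Gstp1 and Nr1i2 were called by DESeq2 and without a filter; Apob, Apol9a, Cyp4a14, Oasl2, Serpina3n, Stat3 and Tnfrsf1a by DESeq2 and spike-in sizes; Gbp11, Tlr2 and Myc by DESeq2 alone among the settings with all libraries. Apoa1 and Gstp1 were also called with spike-in sizes, Apoa1 with offsets and Nr1i2 with library totals. Vdr was called without a filter, and Egfr with spike-in sizes and the block (with and without offsets). Leaving out knockdown replicate 3 called Nr1i2, Oasl2, Serpina3n, Stat3, Tlr2, Tnfrsf1a, Egfr and Vdr, and leaving out knockdown replicate 1 called Acly, Apoa1, Fasn, Gbp11, Myc and Oasl2. Fasn, Gstp1 and Apol9a were called without scramble replicate 1, and Cyp4a14 without scramble replicate 2.

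Of the genes that the paper's text names for the shared networks, those not called here were called in these settings: Isg15 under DESeq2, a minimum mean of 50 counts, the block (with and without offsets), spike-in sizes and without knockdown replicate 3; Apoa2 under DESeq2, library totals, no filter and without knockdown replicate 3; Irf2bp2 under library totals, no filter and without knockdown replicate 3; Eif4a1 under DESeq2, no filter, spike-in sizes and without knockdown replicate 3; Hspa5 under DESeq2, no filter, the block, spike-in sizes and without scramble replicate 1; Gstm3 under no filter, the block (with and without offsets), spike-in sizes and without knockdown replicate 3; Ugt2b1 under no filter, spike-in sizes and without scramble replicate 2; Oas2, which the paper gives as not significant in the RNA-seq data, under no filter, spike-in sizes and without knockdown replicate 3; and Cyp4a12a, Pdia3, Pdia4, Psmd8, Psmd14 and Rps9 under spike-in sizes only.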

Other observations

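The tests on skin, muscle, nuclear RNA, the sex of the mice and the time of day were chosen only after the results they bear on were seen, and the genes Xist, Malat1, Rn7sk, Rpph1, Rmrp and Krt5 were named after their values were seen. The reading of the muscle test was settled after its values were seen. Among the genes past the threshold with an average of at least 1 on edgeR's log2 CPM scale and no overlap between the groups, the largest falls were those of Krt72 (−4.80), Prr9 (−4.48), Krtap7-1 (−4.04), Acot3 (−3.29) and Gm34654 (−3.05), with adjusted p values of 0.00214, 0.0373, 0.032, 0.000142 and 0.00864 from edgeR's test; the paper draws the last 2 and does not name the others. Of 39 keratin and keratin-associated genes tested, 39 had a log2 fold change below 0 and 27 were lower past the threshold, with a median of −3.36 (−3.29 with genes at 3 counts or fewer set to their bound). The summed normalized counts of these genes were 3427, 4207 and 4466 in scramble replicates 1, 2 and 3 and 684, 878 and 1264 in knockdown replicates 1, 2 and 3. The median was −7.17 without knockdown replicate 3 and −1.78 at a minimum mean of 50 counts. Keratin-type genes and the skin list below make up 38 of the 224 genes lower past the threshold, and 186 remain without them.

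A candidate explanation is RNA of skin or hair in the scramble libraries. A list of 24 other skin and hair genes was written down before their values were looked at; the 20 tested had a median log2 fold change of −1.9, with 18 of 20 below 0, 12 called lower and a p of 0.00075 from fry in limma. Their median normalized count was 39.8 in the scramble and 9.13 in the knockdown libraries, and the median of the log2 fold changes was −0.96 at a minimum mean of 50 counts. These values are what the explanation needs, and they do not exclude a change in the liver's own keratin expression, which was not tested. Krt5, abundant in skin, had 267, 419 and 355 normalized counts in scramble replicates 1 to 3 and 91.5, 118 and 127 in the knockdown replicates, so the transcripts were present in all 6 libraries. A list of 11 skeletal muscle genes, also written down beforehand, had a median log2 fold change of −1.21 with 11 of 11 below 0; camera gave a p of 0.00084 and fry 0.17, the median was −0.53 without scramble replicate 2, and the summed counts of knockdown replicate 1 (5709) exceeded those of scramble replicate 1 (3807). Whether muscle RNA was in the scramble libraries cannot be told apart from variation between mice, because the 2 tests differ and the libraries of the groups overlap.

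Xist fell with a log2 fold change of −1.66 (standard error 0.332, adjusted p = 0.039 from edgeR's test) and Neat1 by more (−1.85). Xist had 207, 336 and 432 normalized counts in scramble replicates 1 to 3 and 75.3, 92.2 and 140.4 in the knockdown replicates. A scramble library from a female mouse would lack Y-linked transcripts, but the lowest scramble library had a ratio of 0.96 to the mean of the 6 libraries (median of 4 Y-linked genes), which argues against it; a small share of female tissue is not excluded. A lower share of nuclear RNA in the knockdown libraries would lower other nuclear transcripts, but Malat1 (−0.067), Rn7sk (−0.21) and Rpph1 (−0.17) were not called, Rmrp rose (0.63, adjusted p = 0.0428 from edgeR's test) and the median of the 4 was −0.12. Rmrp, which has no poly(A) tail, had 14965 normalized counts in the scramble group, a level to set beside the differing descriptions of the library kit.

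Targets of PPAR alpha (median log2 fold change −0.90) and of the glucocorticoid response (−0.16; −0.40 without knockdown replicate 3) were lower. Livers collected at another time of day would part clock genes of the evening from those of the morning, and the difference between their medians was −0.014. By library, the evening median minus the morning median was −0.13, 0.26 and 0.011 in scramble replicates 1, 2 and 3 and −0.25, −0.34 and 0.33 in knockdown replicates 1, 2 and 3 (log2 ratios to the scramble mean). The time of day therefore cannot be told apart from variation between mice, because the groups overlap and only 5 morning genes were tested; the evening list ranged from −0.38 without knockdown replicate 3 to −0.065 without knockdown replicate 2. Feeding and handling were not tested. Of the lists not given above, morning clock genes (−0.17), proliferation (0.083), endothelial markers (−0.051) and cholangiocyte markers (0.27) were not called.

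Knockdown replicate 3 had the highest count of Hnf1aos1 of its group (433 normalized counts against 278 and 258) together with the smallest rise of the interferon list (1.07 against 1.82 and 1.66) and of the acute phase list (0.43 against 1.23 and 1.53). Not all called lists followed this order. The unfolded protein response was highest in knockdown replicate 3 (0.42 against 0.36 and 0.35). De novo lipogenesis (−0.52) lay between knockdown replicates 1 (−0.46) and 2 (−0.64). The macrophage, cholesterol synthesis, PPAR alpha, glucocorticoid, evening clock and stellate lists also moved least in knockdown replicate 3. A dose relation may lie behind the lists that moved least, but 3 knockdown libraries are too few to test it. Removing knockdown replicate 3 raised the number of called genes to 1881.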
